# *NKX2-3* Transcriptional Regulation of Endothelin-1 and VEGF Signaling in Human Intestinal Microvascular Endothelial Cells

**DOI:** 10.1371/journal.pone.0020454

**Published:** 2011-05-26

**Authors:** Wei Yu, John P. Hegarty, Arthur Berg, Xi Chen, Gail West, Ashley A. Kelly, Yunhua Wang, Lisa S. Poritz, Walter A. Koltun, Zhenwu Lin

## Abstract

**Background:**

*NKX2-3* is associated with inflammatory bowel disease (IBD). *NKX2-3* is expressed in microvascular endothelial cells and the muscularis mucosa of the gastrointestinal tract. Human intestinal microvascular endothelial cells (HIMECs) are actively involved in the pathogenesis of IBD and IBD-associated microvascular dysfunction. To understand the cellular function of *NKX2-3* and its potential role underlying IBD pathogenesis, we investigated the genes regulated by *NKX2-3* in HIMEC using cDNA microarray.

**Methodology/Principal Findings:**

*NKX2-3* expression was suppressed by shRNA in two HIMEC lines and gene expression was profiled by cDNA microarray. Pathway Analysis was used to identify gene networks according to biological functions and associated pathways. Validation of microarray and genes expression in intestinal tissues was assessed by RT-PCR. *NKX2-3* regulated genes are involved in immune and inflammatory response, cell proliferation and growth, metabolic process, and angiogenesis. Several inflammation and angiogenesis related signaling pathways that play important roles in IBD were regulated by *NKX2-3*, including endothelin-1 and VEGF-PI3K/AKT-eNOS. Expression levels of *NKX2-3*, *VEGFA*, *PI3K*, *AKT*, and *eNOS* are increased in intestinal tissues from IBD patients and expression levels of *EDN1* are decreased in intestinal tissues from IBD patients. These results demonstrated the important roles of *NKX2-3*, *VEGF*, *PI3K*, *AKT*, *eNOS*, and *EDN1* in IBD pathogenesis. Correlation analysis showed a positive correlation between mRNA expression of *NKX2-3* and *VEGFA* and a negative correlation between mRNA expression of *NKX2-3* and *EDN1* in intestinal tissues from IBD patients.

**Conclusion/Relevance:**

*NKX2-3* may play an important role in IBD pathogenesis by regulating endothelin-1 and VEGF signaling in HIMECs.

## Introduction

Crohn's disease (CD) and ulcerative colitis (UC), the two main subtypes of inflammatory bowel disease (IBD), are chronic, relapsing inflammatory disorders of the gastrointestinal tract. Genetics play an important role in the development of IBD [1]. *NKX2-3* (NK2 transcription factor related, locus 3) has been shown to be associated with both CD and UC by recent genome-wide association studies [2], [3].

*NKX2-3* is a member of the Nkx family of homeodomain transcription factors that play critical roles in regulating tissue-specific gene expression essential for determining tissue differentiation, as well as the temporal and spatial patterns of development [4], [5]. During development, *NKX2-3* is primarily expressed in the midgut and hindgut mesoderm and spleen, as well as in pharyngeal endoderm [6], [7], [8]. Analysis of *NKX2-3*-deficient mice has revealed a critical role for this homeobox transcription factor in spleen development and organization [9], and in establishing the correct environment for normal B cell development and T cell dependent immune response [10]. *NKX2-3* is also essential for normal small intestine development and function [11]. *NKX2-3* is also expressed in microvascular endothelial cells within the lamina propria and submucosa of the intestine, where it is required for expression of the lymphocyte adhesion molecule MAdCAM-1 in the mouse [9].

Microvascular endothelial cells have a critical “gatekeeper” role in the inflammatory process through their ability to recruit circulating immune cells to foci of inflammation. Endothelial activation in response to cytokines and bacterial products results in cell adhesion molecule expression and chemokine production, which mediate increased binding and transmigration of leukocytes across the vascular wall. Intestinal microvascular endothelial cells are recognized as a cell population actively involved in the pathogenesis of inflammatory bowel diseases (IBD) and IBD-associated microvascular dysfunction [12].

Transcription factors can regulate the expression of downstream genes. Recently, we found that the expression of *NKX2-3* is up-regulated in intestinal tissues and B cells from CD patients [13] and subsequently identified many inflammation and immune-response genes regulated by *NKX2-3* in B cell lines from a CD patient. These included several genes which also have important functions in endothelial cells, such as endothelin-1 (*EDN1*), *ASS1, and KLF2* [14]. Since endothelial cells play a key role in mucosal immune homeostasis and *NKX2-3* is expressed in intestinal endothelial cells, we further performed cDNA microarray to identify genes regulated by *NKX2-3* in two human intestinal microvascular endothelial cell lines (HIMEC).

## Results

### Suppression of *NKX2-3* expression in 2 HIMEC lines

pSUPER.retro.puro.shRNA-*NKX2-3* and empty vector were transfected into 21B and 432 HIMEC. RT-PCR results showed that mRNA expression levels of *NKX2-3* in the two shRNA-*NKX2-3* cells were significantly reduced compared with the empty vector cells (control cells) 48 hours after transfection (Fig. 1).

**Figure 1:**
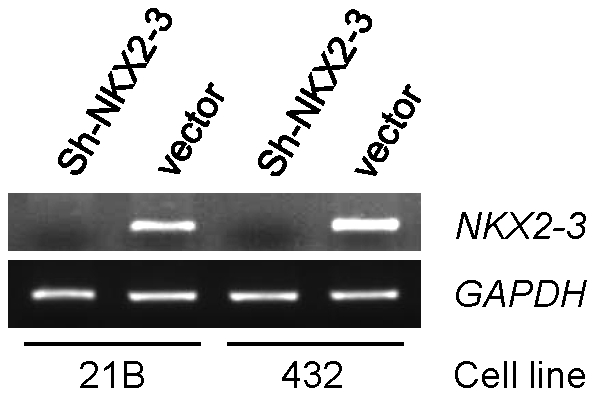
*NKX2-3* mRNA expression is suppressed by shRNA in 21B and 432 HIMEC. pSUPER.retro.puro.shRNA-*NKX2-3* and empty vector were transfected into two HIMEC. 48 hours after transfection, RNA was isolated and analyzed by RT-PCR in two knockdown HIMEC compared with controls. GAPDH expression served as a control.

### Identification of genes regulated by *NKX2-3*

To analyze the effects of *NKX2-3* knockdown on gene expression and identify genes with altered expression levels, cDNA microarray analysis was conducted with *NKX2-3* knockdown and control cells from two HIMEC. 

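Gene expression was measured on Illumina Human HT12 v 3 Expression BeadChips in 21B and 432. HIMEC are the endothelial cells that line the small blood vessels of the human intestine. The cells were transfected with a plasmid that expresses shRNA against *NKX2-3* or with the empty vector. The labels of the samples call the knockdown siRNA, and the paper calls it shRNA. Total RNA (300 ng) came from 2 independent cultures of each of the 4 groups, and 8 arrays were analysed. No array of a control hairpin against another sequence was among them. The authors deposited the signal of 47231 probes on each array without normalization. They also deposited a detection p for each signal, which is low where the signal exceeds the array's background. At a detection p under 0.05, 18532 and 17154 probes were above background on the vector arrays of 21B and 18320 and 18414 on its knockdown arrays. In 432 these numbers were 17541 and 17399 on the vector arrays and 18118 and 18909 on the knockdown arrays. The median signal of an array lay between 69.1 and 73.7, and the lowest signal above background between 77.3 and 85.5. According to the methods, the authors filtered and quantile-normalized the raw data with *lumi* and tested them with *LIMMA*; the text does not name a background correction or a transformation.

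Here the signals were corrected for background from the detection p, quantile-normalized and taken to log2 with the neqc function of limma and an offset of 16. The 20902 probes above background on at least 2 of the 8 arrays were kept, and they represent 12423 genes. A gene with several kept probes, as 3177 genes had, was represented by the probe with the highest mean. The table of signals names no genes. Gene symbols were taken from the authors' deposited tables of fold changes, whose probes were joined to the signals through the fold changes themselves. One limma model with a mean for each of the 4 groups gave the log2 change, knockdown minus vector, in 21B, in 432 and as the average of both, and the difference between the lines. The spread was shared by all 8 arrays, with 4 residual degrees of freedom. A gene passed the threshold at a fold change of at least 1.5 in either direction and a Benjamini-Hochberg adjusted p under 0.0005. A single gene named in the text was called at an adjusted p under 0.05. With 2 arrays against 2, an exact permutation test cannot give a two-sided p below 0.333, so all tests rest on the shared spread. Where a probe was above background on no array of a group, its fold change is given as a lower bound. The mean of the bright group was set against the mean, over the arrays of the dim group, of the higher of the lowest signal above background and the probe's own signal, on the normalized log2 scale. No fold is given where both groups were below background or the bound was under 1.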

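*NKX2-3* is represented by the probe ILMN_1796089. Its detection p lay between 0.775 and 0.975, so the probe was not above background on any of the 8 arrays. In 21B its signal was 47.2 and 45.1 on the vector arrays and 37.7 and 36.0 on the knockdown arrays. In 432 the signal was 43.1 and 46.3 with the vector and 41 and 40.5 after knockdown. The probe was left out by the filter on dim probes. When no filter was applied, its log2 change was -0.08 in 21B (limma's adjusted p = 0.615) and -0.04 in 432 (adjusted p = 0.891). The authors' deposited table gives a log2 change of -0.26 in 21B (p = 0.0413, false discovery rate 0.227) and -0.10 in 432 (p = 0.453, false discovery rate 0.865). With both groups below background, no fold change of *NKX2-3* can be given from the arrays.

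**Figure D1:**
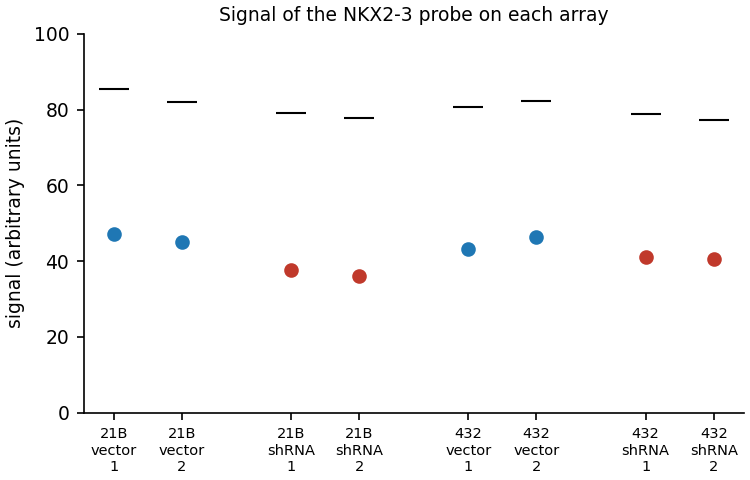
Signal of the *NKX2-3* probe on each of the 8 arrays (vertical axis, linear scale, signal without normalization), with vector arrays in blue and shRNA arrays in red. The black dashes mark the lowest signal of any probe above background on that array, 77.3 or more, and all 8 points lie under them, at 47.2 or less.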

Stringent criteria (fold change ≥1.5, up or down, *p*<0.0005) were used to filter the differentially expressed genes. The expression levels of 1746 genes were affected by *NKX2-3* knockdown (935 down-regulated and 811 up-regulated) in the HIMEC 21B cell line as compared to control, and 1603 genes were affected by *NKX2-3* knockdown (741 down-regulated and 862 up-regulated) in the HIMEC 432 cell line as compared to control. 

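In the limma fit, 108 genes passed the threshold in 21B, of which 16 were down-regulated and 92 up-regulated by *NKX2-3* knockdown. In 432, 100 genes passed, with 14 down-regulated and 86 up-regulated. This threshold is on the adjusted p, and the paper's results do not say whether its p was adjusted. With an unadjusted p under 0.0005, 564 genes passed in 21B and 495 in 432. With the same fold change and an adjusted p under 0.05, 1408 genes passed in 21B (689 down-regulated and 719 up-regulated) and 1078 in 432 (519 down-regulated and 559 up-regulated). The counts also moved when single arrays were left out. Such a fit leaves 1 array in a group and has fewer residual degrees of freedom. A lower count there, or the lost call of a gene, can thus be a loss of power. Without any 1 array of 21B, 107 of the 108 genes kept their direction in 21B, and the remaining one was not tested. Leaving out any 1 of the 4 arrays of 21B left between 31 and 44 genes in 21B and between 50 and 63 in 432. Without vector replicate 1 or 2 of 432, 40 and 41 genes passed in 432. The 2 knockdown arrays of 432 differed more from each other than the replicates of the other groups did. The standard deviation between replicates over all tested probes was 0.286 on the log2 scale for these arrays and between 0.173 and 0.21 in the other 3 groups. Without knockdown replicate 1 of 432, 233 genes passed in 21B. Without knockdown replicate 2, 235 passed in 21B and 156 in 432.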

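Of the 12423 genes tested, 88 passed the threshold in both HIMEC, 20 in 21B alone and 12 in 432 alone. All 88 were changed the same way, 10 down-regulated and 78 up-regulated. Of the 20 genes that passed in 21B alone, 19 had the same sign in 432, and the 12 that passed in 432 alone all had the same sign in 21B. At an adjusted p under 0.05 in both lines, with no limit on the fold change, 815 genes were changed, of which 814 had the same sign and 1 had opposite signs. The count of 88 fell to between 31 and 44 without any 1 array of 21B. It was 40 and 41 without vector replicate 1 or 2 of 432, and 146 without knockdown replicate 2 of 432. With an adjusted p under 0.05 and a fold change of at least 1.5, 716 genes passed in both lines, and 715 of them were changed the same way.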

A total of 1000 shared genes were found to be affected by *NKX2-3* knockdown in both HIMEC, including 996 (99.6%) genes in the same direction (432 genes down-regulated and 564 genes up-regulated by *NKX2-3* knockdown in both HIMEC), and only 4 genes in the opposite direction. 

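Across the 12423 genes, the log2 changes in 21B and 432 had a Pearson correlation of 0.852 and a Spearman correlation of 0.675. Genes are not independent replicates, so no p is given. The lines share no control arrays. Taken pair by pair, the changes of replicate 1 of both lines correlated at 0.829 and those of replicate 2 at 0.673. Within a line, the changes of both pairs correlated at 0.853 in 21B and 0.688 in 432. Over the 12303 genes that passed the threshold in neither line, the correlation between the lines was 0.750. Without knockdown replicate 1 of 432, the correlation over all genes was 0.708, and without knockdown replicate 2 it was 0.884. The difference between the lines was tested with the interaction contrast of the same limma fit. It called 0 genes at an adjusted p under 0.05, while 661 genes had an unadjusted p under 0.05. The smallest adjusted p was 0.221, for *KRT81*, which is named because its p was the smallest. *KRT81* fell by 2.98 on the log2 scale in 21B. In 432 it was not above background on either knockdown array, and as a linear fold it was at least 1.12-fold lower. Without knockdown replicate 1 of 432, the difference was called for 187 genes. In 4564 genes the knockdown arrays lay on the same side of the vector arrays in both lines, and in 362 genes on opposite sides; by chance, 33.3% of genes separate in 1 line.

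**Figure D2:**
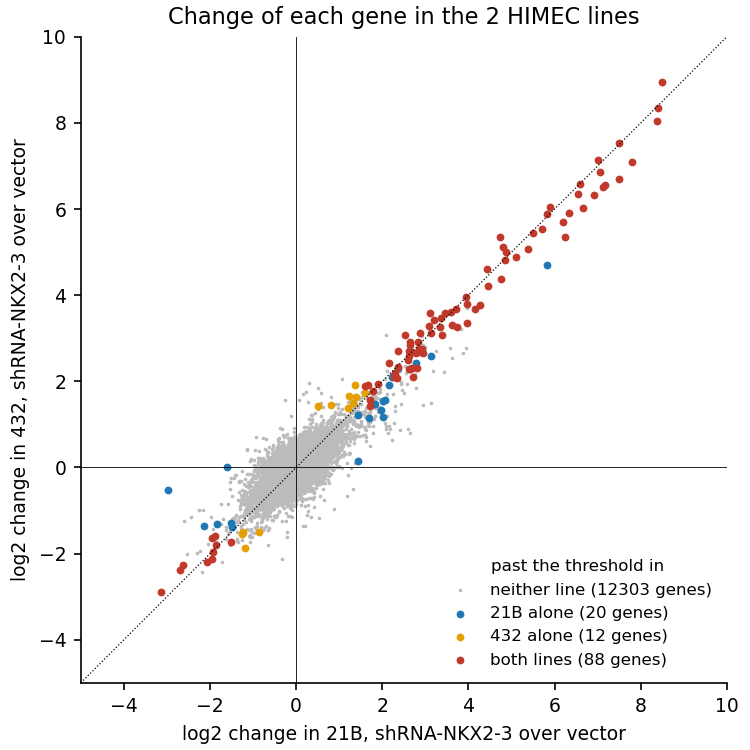
Log2 change of each of the 12423 genes after *NKX2-3* knockdown in 21B (horizontal axis) and 432 (vertical axis). Red points passed the threshold in both lines (88 genes), blue points in 21B alone (20), orange points in 432 alone (12) and grey points in neither (12303); the dotted line marks equal changes.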

Taken together, the transcriptional profile of genes affected by *NKX2-3* knockdown was highly consistent for both HIMEC. Table 1 shows the top 100 down-regulated and top 100 up-regulated genes by *NKX2-3* knockdown with average fold changes in the two cell lines. 

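The average over both lines was tested in the same fit, and 278 genes passed the threshold, 94 down-regulated and 184 up-regulated. Without any 1 of the 4 arrays of 21B the count was between 96 and 114. It was 119 and 111 without vector replicate 1 or 2 of 432, and 468 without knockdown replicate 2 of 432. All 200 genes of Table 1 were tested. The average was changed in the direction that Table 1 gives for 199 of them, and 192 were changed that way in all 4 same-numbered pairs. By limma, 126 of the 200 passed the threshold in the average (55 down-regulated and 71 up-regulated), 194 had an adjusted p under 0.05, and 53 passed in both lines. The median log2 change of the 100 genes that Table 1 lists as up-regulated was 2.45, and the median of the paper's average folds for them is 2.25. For the down-regulated genes the median was -1.32, and that of the paper's folds is -1.27. The median size of the log2 change of the 200 genes was 1.99 in each pair of 21B, 2.03 in replicate 1 of 432 and 1.38 in replicate 2 of 432.

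Among the highest folds of Table 1, the average log2 change was 3.84 for *TMEM100* (adjusted p = 0.000134), 3.60 for *PRIC285* (adjusted p = 1.4e-06), 3.36 for *ALPL* (adjusted p = 0.00292) and 3.52 for *HLA-B* (adjusted p = 1.93e-07). The brighter probe of *PSMB9* was not above background on the vector arrays of 432. By this probe *PSMB9* was at least 20.4-fold higher there after knockdown (limma's adjusted p of the average = 1.72e-07). Its other kept probe, above background on 7 arrays, rose by only 1.54 on the log2 scale in 432. *ALPL* was at 2.63 without knockdown replicate 1 of 432 and 4.08 without knockdown replicate 2. Among the lowest folds, it was -3.02 for *ANKRD55* (adjusted p = 1.75e-05), -2.31 for *C2CD4B* (adjusted p = 7.7e-05), -2.08 for *ACO1* (adjusted p = 0.000296) and -2.45 for *POSTN* (adjusted p = 3.65e-06). From the number of genes shared by both HIMEC, nearly all of them changed in the same direction, the paper concludes that the profile of affected genes was alike in both, and Table 1 takes the lines together through their average.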

In order to characterize the top genes affected by *NKX2-3* knockdown, they were assigned to ontological functional groups based on IPA and references in the literature. These 200 genes grouped primarily within the following functional categories, which are listed as such in Table 1: immune and inflammatory response; cell growth and proliferation; metabolic process; cell adhesion; transcription regulation; transport and structure; and angiogenesis. 

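The categories are the paper's and were not assigned again here. In the limma average, 43 genes of Table 1 belonged to cell growth and proliferation, of which 26 were lower and 17 higher after knockdown and 26 passed the threshold. Of the 23 genes of metabolic process, 15 were lower and 8 higher, and 11 passed. Angiogenesis held 8 genes, 5 lower and 3 higher, and 5 passed. Cell adhesion held 6 genes, 5 of them lower, and 5 passed. Transport and structure held 10 genes, of which 6 passed, and transcription regulation 4, of which 2 passed. A further 36 genes had none of these categories, and 23 of them passed.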

Since the *NKX2-3* transcription factor is associated with IBD and is up-regulated in CD patients [13], it is reasonable to assume that *NKX2-3* could play a role in IBD pathogenesis by regulating inflammation-related genes. 

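Of the genes that Table 1 lists under inflammation and immune response, 49 were higher and 21 lower after knockdown in the limma average. The threshold was passed by 48 of them, 36 higher and 12 lower. A list of 49 interferon-stimulated genes held 16 of these genes.

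*IL8*, measured by the probe ILMN_2184373, fell by 0.96 on the log2 scale in 21B (standard error 0.95, adjusted p = 0.56) and changed by 0.03 in 432 (standard error 0.95, adjusted p = 0.988). Its normalized log2 signal in 21B was 11.02 ± 0.23 with the vector and 10.06 ± 0.12 after knockdown (SD, n = 2 arrays). In 432 it was 10.99 ± 0.08 and 11.02 ± 2.74. The change in 432 was -1.91 without knockdown replicate 2 (adjusted p = 0.000955) and 1.99 without knockdown replicate 1 (adjusted p = 0.00116). Over all alternatives the adjusted p in 432 ran from 0.000955 to 0.996. In 21B, *IL8* was called when each line was fitted alone (adjusted p = 0.0137) and without knockdown replicate 1 (adjusted p = 0.00603) or 2 (adjusted p = 0.00597) of 432, over a range from 0.00597 to 0.797.

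*KLF2* (probe ILMN_1735930) rose by 1.77 in 21B (standard error 0.29, adjusted p = 0.00718) and by 1.63 in 432 (standard error 0.29, adjusted p = 0.0116). It was higher in 4 of 4 same-numbered pairs, by 1.12 to 2.14. The call in 21B was lost without its vector replicate 1 (1.58, adjusted p = 0.0612) or its knockdown replicate 1 (1.66, adjusted p = 0.0613). The call in 432 was lost without its vector replicate 1 (1.60, adjusted p = 0.0798) or 2 (1.66, adjusted p = 0.0788). It was also lost with no filter on dim probes (adjusted p = 0.0507) and when the line was fitted alone (adjusted p = 0.0676). Over the alternatives the adjusted p ran from 0.000475 to 0.0613 in 21B and from 0.000143 to 0.0798 in 432.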

In fact, among the 200 genes regulated by *NKX2-3*, 70 genes were immune and inflammatory response genes, including *IL8* (array ratio 0.4) and *KLF2* (array ratio 3.92). Angiogenesis plays an important role in endothelial cell participation in inflammation [15], *ANGPT2* is down-regulated (array ratio 0.18) and *FGF2* is up-regulated (array ratio 4.0) by *NKX2-3* knockdown.

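The probe of *ANGPT2* with the highest mean, ILMN_1774207, fell by 1.93 on the log2 scale in 21B (standard error 0.38, limma's adjusted p = 0.0162) and by 1.42 in 432 (standard error 0.38, adjusted p = 0.058), which was not called. In the average it fell by 1.68 (adjusted p = 0.00352). The call in 21B was lost without any 1 of its 4 arrays, where the change lay between -2.03 and -1.83 and the adjusted p between 0.0766 and 0.0988. It was also lost with no filter on dim probes (adjusted p = 0.0681). In 432, 7 of 16 alternatives called *ANGPT2*. These include leaving out knockdown replicate 1 (-0.68, adjusted p = 0.0325) and knockdown replicate 2 (-2.17, adjusted p = 0.000158), with the adjusted p between 0.000158 and 0.214 over all 16. The range was 6.11e-05 to 0.0988 in 21B.

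*FGF2* (probe ILMN_2105919) rose by 1.83 in 21B (standard error 0.41, adjusted p = 0.0253) and by 1.65 in 432 (standard error 0.41, adjusted p = 0.0443), and was higher in 4 of 4 pairs, by 0.95 to 2.36. Its other probe rose by 1.63 and 1.40. Without any 1 array of 21B the change in 21B stayed between 1.77 and 1.89, but the adjusted p rose to between 0.109 and 0.131. The call in 432 was lost without any 1 array of 21B (adjusted p between 0.0759 and 0.0851) and without vector replicate 1 (1.75, adjusted p = 0.155) or 2 (1.56, adjusted p = 0.205) of 432. The change in 432 was 0.86 without its knockdown replicate 1 and 2.46 without replicate 2. With no filter on dim probes neither call was kept (adjusted p = 0.0969 in 21B and 0.148 in 432), and that in 432 was also lost with each line fitted alone (adjusted p = 0.153) and with the probes averaged (1.53, adjusted p = 0.0657). *FGF2* was called in 11 of 16 alternatives in 21B and 7 of 16 in 432. Over the alternatives the adjusted p ran from 0.000128 to 0.131 in 21B and from 0.000106 to 0.205 in 432.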

**Table 1:** Top 200 genes regulated by NKX2-3 knockdown in HIMEC.

Gene	Fold	*p*-value	Gene	Fold	*p*-value	Gene	Fold	*p*-value	Gene	Fold	*p*-value
***Cell growth and proliferation***			***Transport and structure***			***Inflammation and immune response***			***Inflammation and immune response***		
PIM3	0.3	2.31E-06	SYT11	0.35	3.66E-07	TNFRSF10D	0.31	3.54E-07	SAMD9	7.31	2.01E-10
TFPI2	0.32	3.94E-06	KRT81	0.4	3.31E-07	TNFSF18	0.32	6.43E-05	STAT1	7.72	1.98E-09
NR2F1	0.37	4.64E-07	RPS23	0.4	2.97E-07	CERK	0.33	1.39E-06	TAP2	7.83	7.33E-10
EIF4B	0.38	2.68E-07	EXOC6	0.47	2.09E-06	FAM172A	0.37	1.94E-07	PSMB8	8.22	1.84E-10
GHR	0.39	3.69E-07	RPL23	0.47	1.33E-06	YPEL2	0.39	0.000952	UBE2L6	8.33	9.08E-10
HMMR	0.39	3.79E-06	RPS29	0.48	2.41E-06	PAPSS2	0.39	8.84E-06	PTGS2	8.63	2.77E-11
REEP1	0.4	2.86E-07	ADAP1	3.29	2.36E-08	IL8	0.4	7.63E-06	GBP1	9.24	2.23E-08
ZMAT3	0.41	3.60E-07	SLC25A28	3.71	1.99E-07	UACA	0.4	3.05E-05	PARP9	9.46	6.09E-10
MMP7	0.42	3.43E-06	RTP4	6.47	0.000111	GIMAP7	0.41	9.24E-07	SP110	9.83	1.31E-10
GDF15	0.42	1.22E-05	GJD3	7.95	0.000154	HES2	0.41	2.05E-07	TAP1	10.62	7.18E-11
MFNG	0.42	2.32E-05				SLC40A1	0.41	2.59E-07	USP18	11.2	9.63E-11
AGAP3	0.43	6.31E-07				TNFAIP8L1	0.43	3.66E-07	DDX58	11.39	3.09E-08
TMEM158	0.44	1.25E-05	***Cell adhesion***			F2RL1	0.43	0.000121	HLA-B	11.89	8.66E-12
UNC5A	0.44	7.44E-05				CD36	0.43	5.14E-07	PRIC285	12.35	1.67E-10
SHMT2	0.44	1.55E-06	POSTN	0.22	6.28E-09	PLD1	0.44	2.12E-07	PSMB9	14.18	1.73E-10
FAM198B	0.45	3.44E-06	MMRN1	0.35	3.33E-06	CBS	0.46	3.70E-06			
HNRNPA0	0.46	6.11E-05	CXADR	0.36	7.75E-07	CEP55	0.47	3.69E-06			
PAWR	0.46	4.71E-05	SRPX	0.37	7.57E-06	GNG12	0.48	5.21E-05	***Others***		
DCLK1	0.47	7.04E-07	FLRT2	0.46	8.02E-06	TNFSF4	0.48	1.00E-05			
TTC3	0.47	5.53E-07	AIF1L	3.41	8.77E-08	ARHGDIB	0.49	2.55E-05	ANKRD55	0.18	1.07E-07
TFF3	0.47	1.73E-05				CLEC1A	0.49	1.96E-05	C2CD4B	0.22	2.48E-08
PTPRE	0.47	4.31E-06				CXCL16	3.19	1.04E-05	KIAA0114	0.27	2.03E-08
UBE4B	0.47	2.02E-06	***Transcription regulation***			GCH1	3.32	5.31E-05	NT5DC2	0.28	8.23E-09
CDKN3	0.48	0.000101				UNC93B1	3.46	1.36E-06	EIF4BP7	0.29	3.73E-07
CCNB2	0.49	2.92E-05	SDPR	0.44	1.95E-06	CD68	3.51	3.49E-07	FLJ41200	0.29	2.64E-08
ANLN	0.49	3.85E-05	HOXD1	0.45	0.000147	TRIM21	3.62	9.21E-06	C13orf33	0.34	7.43E-06
LGMN	3.23	4.42E-07	ZNFX1	3.52	2.22E-06	APOBEC3G	3.67	5.26E-06	EIF4BP3	0.38	1.42E-07
SEMA3A	3.25	2.19E-06	BATF2	4.11	1.75E-06	TRIM5	3.82	4.78E-05	FBN2	0.39	5.49E-06
PNPT1	3.44	2.45E-05				KLF2	3.92	7.66E-06	C7orf41	0.4	5.68E-07
MAP2	3.57	4.49E-09				PLSCR1	4.05	2.58E-08	SNHG9	0.41	0.000156
PMAIP1	3.65	3.66E-08	***Metabolic process***			MYD88	4.28	1.98E-06	WRB	0.42	1.18E-06
EIF2AK2	3.73	9.30E-09				CD38	4.28	6.55E-08	BCYRN1	0.42	0.000157
HEY1	3.85	2.33E-07	ACO1	0.2	8.00E-07	CX3CL1	4.33	0.000209	ZNF704	0.44	5.90E-07
CSRNP1	3.87	1.55E-06	HSD17B2	0.23	2.48E-06	STAT2	4.34	1.08E-05	ANKRD37	0.46	5.41E-06
C8orf4	3.95	5.53E-06	PHGDH	0.29	1.86E-08	PLEKHA4	4.37	1.83E-05	HNRPA1L-2	0.46	8.27E-06
XAF1	4.17	2.88E-06	PSAT1	0.3	1.24E-07	IFNB1	4.37	3.68E-06	TCTEX1D2	0.47	0.000153
SERPINE2	4.33	2.29E-08	ASNS	0.31	1.09E-07	FCN3	4.38	0.000198	CENPW	0.48	7.38E-05
HEY2	4.6	4.55E-08	GALNTL2	0.33	7.00E-06	F2RL3	4.44	2.45E-07	NETO2	0.48	1.93E-05
PARP10	5.54	5.42E-08	PKIA	0.34	7.05E-05	ZC3HAV1	4.6	5.95E-07	C8orf45	0.48	8.75E-05
CRYAB	6.8	8.25E-06	MYO5A	0.38	5.34E-05	HCG4	4.61	2.85E-09	MAMDC2	3.19	6.34E-07
KLF4	6.86	6.09E-10	TXNDC12	0.4	1.43E-07	HLA-C	4.63	1.63E-09	FBXO6	3.26	7.21E-08
LY6E	7.47	1.94E-10	SNCAIP	0.41	0.000257	GBP2	4.71	4.44E-08	C1orf74	3.48	0.000186
TMEM100	15.53	3.36E-07	CHST7	0.44	7.79E-07	SMAD7	4.78	1.31E-06	USP41	3.52	3.72E-06
			MCTP1	0.46	0.000231	NT5C3	4.8	1.92E-07	C19orf66	3.92	2.77E-08
			FAR2	0.48	0.000238	HLA-H	5.39	4.83E-10	HIST2H2AC	4.18	5.43E-08
***Angiogenesis***			PRSS12	0.48	1.43E-06	TRIM22	5.49	9.22E-08	GCA	5.14	5.15E-06
			BCHE	0.49	3.81E-06	DHX58	5.58	1.57E-06	HIST2H2AA3	5.17	2.92E-09
ANGPT2	0.18	1.42E-05	ADAMTSL2	3.2	1.26E-06	IL18BP	5.66	3.92E-09	HIST2H2AA4	5.28	2.11E-09
SRPX2	0.33	0.000284	TIPARP	3.28	1.18E-07	HLA-F	5.79	2.68E-10	RNF213	6.6	1.03E-06
TRPC6	0.33	1.08E-07	PLA1A	4.75	3.24E-08	CASP1	5.82	5.35E-10	DDX60L	6.75	1.14E-08
BTG1	0.43	3.66E-05	GMPR	4.8	5.63E-08	PARP12	6.28	1.97E-09	LYPD1	6.75	3.01E-05
BMP4	0.48	2.53E-05	LAP3	6.07	9.20E-09	IDO1	6.93	1.77E-08	DDX60	7.87	2.71E-09
ANGPTL4	3.37	1.01E-08	UBA7	6.64	9.54E-08	HCP5	6.99	3.95E-10	FAM46A	8.63	4.81E-06
TYMP	3.38	1.13E-08	CMPK2	10.3	5.63E-08	PARP14	7.01	1.24E-08	MT1M	8.77	6.76E-11
FGF2	4	5.16E-05	ALPL	12.12	0.000474	IL7R	7.06	3.94E-05	SAMD9L	9.07	1.22E-08

### Identification of pathways regulated by *NKX2-3*

To assess the global effects of *NKX2-3* on gene expression, IPA was used to systematically visualize the relationships among genes regulated by *NKX2-3* knockdown. The 25 pathways most affected by *NKX2-3* are shown in Fig. 2A. G-Protein Coupled Receptor Signaling (*p* = 1.71×10^−14^), Axonal Guidance Signaling (*p* = 5.80×10^−11^), and ERK/MAPK Signaling (*p* = 5.42×10^−9^) were the top three canonical pathways affected by *NKX2-3* knockdown.

**Figure 2:**
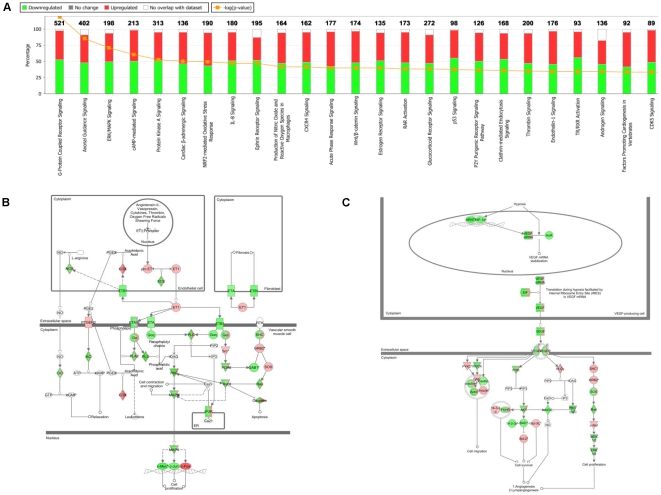
An interaction network generated using IPA analysis shows genes regulated by *NKX2-3* in HIMEC. (A) The top 25 signaling pathways affected by *NKX2-3* knockdown. (B) The EDN1 pathway is regulated by *NKX2-3* in 2 HIMEC. IPA analysis shows genes up-regulated (red) and down-regulated (green) by *NKX2-3* knockdown. (C) The VEGF-PI3K/AKT-eNOS pathway is regulated by *NKX2-3* in 2 HIMEC. IPA analysis shows genes up-regulated (red) and down-regulated (green) by *NKX2-3* knockdown in the VEGF-PI3K/AKT-eNOS pathway.

We previously found that knockdown of *NKX2-3* in human B cells [14] significantly affected the expression of genes, including *EDN1* and *NOS*, known to have important roles in endothelial cell function. We sought to investigate whether *NKX2-3* knockdown would affect important genes and signaling pathways in HIMEC.

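*EDN1* is represented by 1 probe, ILMN_1682775, which was above background on all 8 arrays. Its normalized log2 signal in 21B was 13.22 ± 0.12 with the vector and 13.50 ± 0.02 after *NKX2-3* knockdown (SD, n = 2 arrays). In 432 it was 13.17 ± 0.05 and 13.53 ± 0.05. The log2 change was 0.29 in 21B (standard error 0.13), a fold of 1.22, and 0.36 in 432 (standard error 0.13), a fold of 1.28. Limma gave an unadjusted p of 0.0585 in 21B and 0.0233 in 432, and an adjusted p of 0.196 and 0.137. Neither line was called. The average over both lines was 0.32 with an adjusted p of 0.038, which was called.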

*EDN1* was found to be up-regulated by *NKX2-3* knockdown in both HIMEC (array ratio 1.2/1.3, *p*<0.05). *NKX2-3* knockdown significantly affected genes within the endothelin-1 pathway (*p* = 1.02×10^−4^), which was among the top 25 pathways affected by *NKX2-3* (Fig. 2A). Fig. 2B illustrates the genes in the endothelin-1 pathway affected by *NKX2-3* knockdown. 

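Endothelin-1 acts through the receptors ET-A and ET-B. The probe of *EDNRA*, which encodes ET-A, was not above background on any array (detection p from 0.665 to 0.858), and the gene was not tested. *EDNRB*, which encodes ET-B, had a log2 change of -0.21 in 21B (standard error 0.20, limma's adjusted p = 0.533) and -0.23 in 432 (standard error 0.20, adjusted p = 0.543). It was not called under any of 16 alternatives, and without knockdown replicate 1 of 432 its change in 432 was 0.05. In both lines the pairs differed by more than the fitted change, with -0.04 and -0.39 in 21B and -0.42 and -0.04 in 432. These values are from the brightest of 3 kept probes. Another, above background on 6 arrays, fell by 0.55 in 21B and 0.42 in 432 and was lower in 4 of 4 pairs, and the remaining one, above background on 5 arrays, rose by 0.12 and 0.11.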

*NKX2-3* knockdown activated MAPK through EDN1-PLCβ-PLC pathway, thus regulated inflammation response and cell proliferation.

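Of the genes for phospholipase C-beta, *PLCB1* was measured and *PLCB2*, *PLCB3* and *PLCB4* were not above background on enough arrays to be tested. *PLCB1* (probe ILMN_1723969) fell by 0.74 on the log2 scale in 21B (standard error 0.18, limma's adjusted p = 0.0336) and by 0.55 in 432 (standard error 0.18, adjusted p = 0.107), and was lower in 4 of 4 pairs. Its other tested probe, above background on 3 arrays and on neither knockdown array of 432, fell by 0.21 in 21B. The call in 21B was lost without any 1 of its arrays (-0.77 to -0.71, adjusted p from 0.115 to 0.161), and without vector replicate 1 (adjusted p = 0.0531) or 2 (adjusted p = 0.0527) of 432. It was also lost when the probes were averaged (-0.48, adjusted p = 0.0941). In 21B *PLCB1* was called in 8 of 16 alternatives. Over the alternatives the adjusted p ran from 0.00848 to 0.161 in 21B. In 432, *PLCB1* was called only without its knockdown replicate 1 (-0.80, adjusted p = 0.0244; range over alternatives 0.0244 to 0.619).

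For *MAPK3* the log2 changes were -0.05 in 21B (adjusted p = 0.859) and -0.40 in 432 (adjusted p = 0.162), the former 0.08 without vector replicate 2 of 21B. The arrays measure transcript levels and not the activity of a kinase. The paper states that knockdown activated MAPK through EDN1 and PLC-beta and that inflammation and cell proliferation were regulated in this way.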

Nitric oxide (NO) which is generated by NO synthase (NOS) may play an important role in the pathogenesis of IBD [15]. Production of NO (in macrophages) is among the top 10 pathways affected by *NKX2-3* (Fig. 2A). *eNOS* is down-regulated by *NKX2-3* knockdown in both HIMEC (array ratio −1.3/−2.7, *p*<0.0001). 

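*NOS3*, which encodes eNOS, was measured by the probe ILMN_1775224, above background on all 8 arrays. Its log2 change was -0.10 in 21B (standard error 0.32, limma's adjusted p = 0.875) and -1.14 in 432 (standard error 0.32, adjusted p = 0.0688), and neither was called. The difference between the lines had an adjusted p of 0.813. In 21B the sign turned without vector replicate 2, to 0.23. In 432, 5 of 16 alternatives called *NOS3*. These were no background correction (-0.99, adjusted p = 0.0327), an offset of 50 (-1.02, adjusted p = 0.0354), median scaling (-0.98, adjusted p = 0.0445), the stricter filter on dim probes (-1.14, adjusted p = 0.0433) and leaving out knockdown replicate 1 of 432 (-1.66, adjusted p = 0.00988). Over all 16 the adjusted p ran from 0.00988 to 0.234. In the authors' deposited table the log2 change is -0.09 in 21B (p = 0.493), and in 432 the folds of the pairs are 0.672 and 0.374 (p = 0.000152, false discovery rate 0.00934).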

IPA analysis showed that the regulation of eNOS can be through VEGF-PI3K/AKT pathway and that this pathway is significantly affected by *NKX2-3* knockdown (*p* = 5.45×10^−3^) (Fig. 2C). Fold changes of key genes in this pathway regulated by *NKX2-3* knockdown in HIMEC are: *VEGF* (−1.3/−1.3), *PI3K* (−1.5/−1.7), and *AKT* (−1.35/−1.35).

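The probe of *VEGFA* was above background on 3 of the 8 arrays and on neither knockdown array of 21B, so no fold is given for 21B (limma's adjusted p = 0.709). In 432 its log2 change was 0.04 (standard error 0.21, adjusted p = 0.94), and the sign turned without vector replicate 2 of 432 (-0.04). It also turned without knockdown replicate 2 of 432 (-0.23). The remaining knockdown signal was then below background, so this turn is not measured. *PIK3CA*, the catalytic subunit of PI3K whose accession the paper's primers name, had a log2 change of -0.05 in 21B (standard error 0.13, adjusted p = 0.833) and -0.19 in 432 (adjusted p = 0.43). *AKT1* had a log2 change of 0.19 in 21B (standard error 0.17, adjusted p = 0.504) and 0.07 in 432 (adjusted p = 0.835), from the brightest of its 3 probes. The other probes of *AKT1* changed by -0.62 and 0.20 in 21B and by -0.14 and 0.19 in 432. With the probes averaged, the change in 21B was -0.08, and the sign also turned without vector replicate 1 of 21B (-0.02) or vector replicate 2 of 432 (-0.01 in 432). None of the 3 genes was called in either line under any alternative. The paper states, from the IPA analysis, that the regulation of eNOS can go through this pathway.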

### Validation of cDNA microarray by RT-PCR

RT-PCR on 10 genes (involved in or affected by EDN1 and VEGF pathways) was carried out as an independent verification method of the microarray results. Among the 10 genes, seven (*MAdCAM1, AKT, VCAM1, VEGF, PLCB1, PI3K, and eNOS*) were down-regulated by *NKX2-3* knockdown in both HIMEC, and three (*EDN1*, *ADM, and CASP1*) were up-regulated by *NKX2-3* knockdown in 2 HIMEC detected by cDNA microarray. 

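Of these 10 genes, 9 had a probe above background on at least 2 arrays and were tested with limma. The exception was *MADCAM1*. Among the 7 genes listed as down-regulated, 6 were tested, and 3 of them (*PLCB1*, *PIK3CA* and *NOS3*) had a log2 change below 0 in both lines. The directions of *VEGFA* and *VCAM1* in 21B, with 1 group below background, were not measured. All 3 genes listed as up-regulated had a log2 change above 0 in both lines. At an adjusted p under 0.05 over all probes, 2 of the 10, *ADM* and *CASP1*, were called in both lines. Of the 33 genes of the paper's text and the gene families it names, 25 were tested; 8 were called in 21B, 6 in 432 and 6 in both. When adjusted over the list alone, 9 were called in 21B and 10 in 432. Some of these genes were chosen by the paper from the same arrays, so the list is not independent evidence. The count of 6 in both lines was 2 without vector replicate 1 or knockdown replicate 1 of 21B or vector replicate 1 or 2 of 432, and 3 without vector replicate 2 or knockdown replicate 2 of 21B.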

All RT-PCR results were consistent with the microarray data. The fold changes in microarray between the 2 *NKX2-3* knockdown cell lines and 2 control HIMEC lines were: *MAdCAM1* (−1.2;−1.2), *AKT* (−1.35;−1.35), *VCAM1* (−1.3;−1.14), *VEGFA* (−1.3;−1.3), *PLCB1* (−1.6;−1.5), *PI3K* (−1.5;−1.7), *eNOS* (−1.3;−2.7), *EDN1* (1.2;1.3), *ADM* (1.9;2.1), and *CASP1* (4.6;5). 

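*ADM* (probe ILMN_1708934) rose by 0.84 on the log2 scale in 21B (standard error 0.15, limma's adjusted p = 0.0096) and by 0.90 in 432 (standard error 0.15, adjusted p = 0.00857). It was higher in 4 of 4 pairs, by 0.75 to 1.05. The call in 21B was lost without any 1 of its arrays (0.75 to 0.93, adjusted p from 0.0508 to 0.0841) and under median scaling (0.63, adjusted p = 0.164). The call in 432 was lost without its vector replicate 1 (adjusted p = 0.0678) or 2 (adjusted p = 0.079) and when the line was fitted alone (adjusted p = 0.0557). Over the alternatives the adjusted p ran from 0.00196 to 0.164 in 21B and from 0.00151 to 0.079 in 432.

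*CASP1* (probe ILMN_2326509) rose by 2.53 in 21B (standard error 0.18, adjusted p = 8.4e-05) and by 3.08 in 432 (standard error 0.18, adjusted p = 2.47e-05), and was called in both lines under all 16 alternatives. A second probe rose by 2.39 and 2.87, and another was not above background on any array. *VCAM1* was above background on 3 arrays and on neither vector array of 21B, so no fold is given for 21B (adjusted p = 0.814). Its log2 change was -0.06 in 432 (standard error 0.24, adjusted p = 0.904), and 0.27 without knockdown replicate 1 of 432. Neither probe of *MADCAM1* was above background on any array (detection p from 0.138 to 0.843), so no fold change is given. *GAPDH*, the control of the RT-PCR, had a log2 change of -0.26 in 21B (adjusted p = 0.373) and -0.11 in 432 (adjusted p = 0.767), the latter 0.15 without knockdown replicate 1 of 432.

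**Figure D3:**
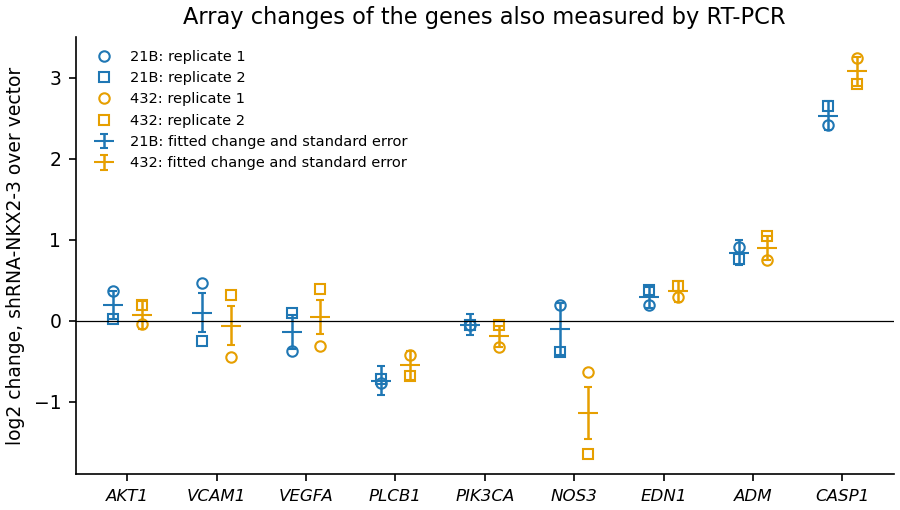
Log2 change after *NKX2-3* knockdown (vertical axis) of the 9 genes of the RT-PCR comparison that could be tested, in 21B (blue) and 432 (orange). Open circles and squares are the same-numbered pairs 1 and 2, and each dash with its bar is the fitted change with its standard error. *CASP1* lies at 2.41 or more in every pair, while *NOS3* and *AKT1* have pairs on both sides of 0. Most values behind *VEGFA* and *VCAM1* were below background. The points by pair of these genes, and their dashes in 21B, are drawn but are not measured changes.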

The PCR ratios between the 2 *NKX2-3* knockdown cell lines and 2 control HIMEC lines were: *MAdCAM1* (−3;−4), *AKT* (−3;−3.5), *VCAM1* (−3;−3), *VEGFA* (−4;−3), *PLCB1* (−3.5;−3.5), *PI3K* (−3;−2.8), *eNOS* (−3;−4.5), *EDN1* (2.5;3), *ADM* (3.5;3), and *CASP1* (4.5;4.8) (Fig. 3).

**Figure 3:**
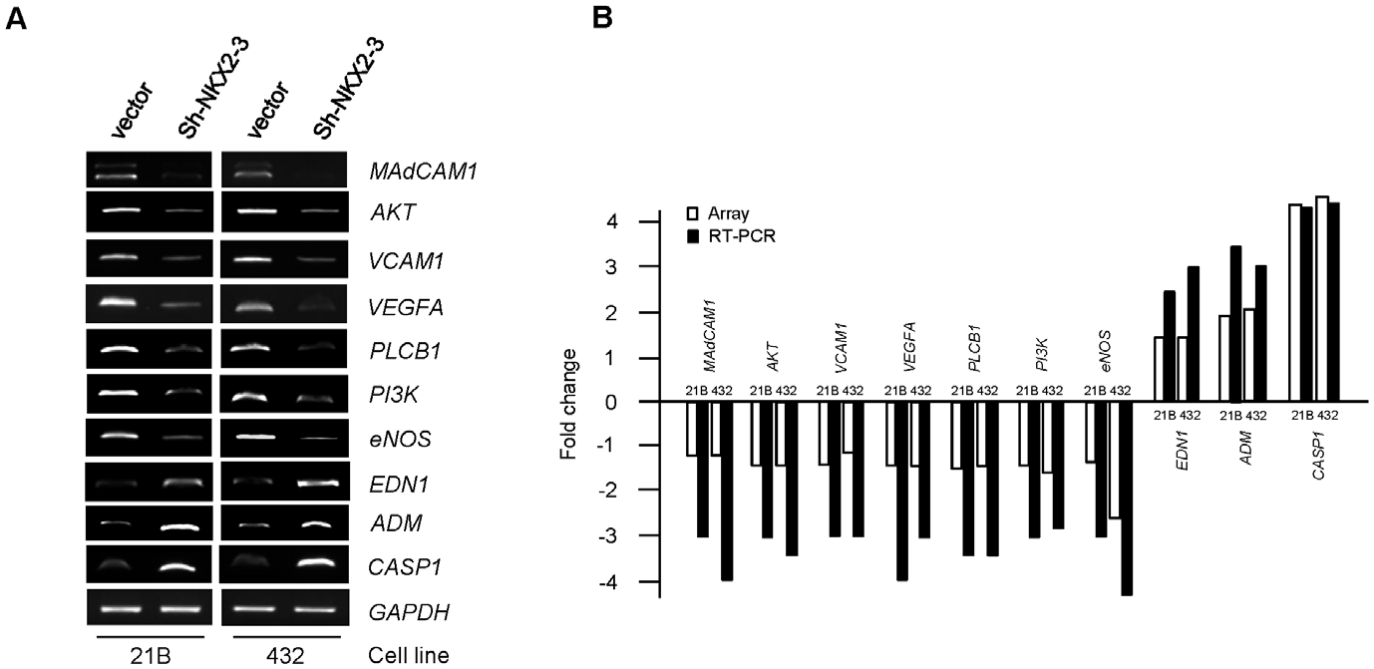
Validation of microarray results by RT-PCR in two *NKX2-3* knockdown HIMEC. (A) RT-PCR analysis of mRNA expression levels of 10 genes in knockdown and control cells. *EDN1, ADM, and CASP1* showed increased mRNA expression levels in *NKX2-3* knockdown cells compared with control cells; *MAdCAM1, AKT, VCAM1, VEGF, PLCB1, PI3K, and eNOS* showed decreased mRNA expression levels in *NKX2-3* knockdown cells compared with control cells. *GAPDH* expression served as a control. (B) Microarray results and corresponding RT-PCR for the 10 genes. The RT-PCR product bands on the photograph were scanned by densitometry. The relative mRNA expression level was expressed as gene expression levels in knockdown cells compared to gene expression levels in control cells.

### Expression of *NKX2-3*, *EDN1*, *VEGFA*, *PI3K*, *AKT*, and *eNOS* in intestinal tissues from IBD patients

*NKX2-3* is reported to be up-regulated in intestinal tissues in CD patients [13] and VEGF showed markedly enhanced expression levels in both CD and UC tissues [16], while *EDN1* showed both increased levels [17] and decreased levels in intestinal tissues from IBD patients [18]. Since *NKX2-3* can affect the endothelin-1 and VEGF-PI3K/AKT-eNOS pathways (Fig. 2B and C) in HIMEC, we examined mRNA expression levels of the 6 genes in diseased and adjacent normal intestinal tissues from IBD patients to study clinical implication of *NKX2-3* and its regulated genes. 31 CD and 32 UC patients are for this study (Table 2).

**Table 2:** Patient demographic data.

	*Crohn's disease*	*Ulcerative colitis*
	*(n = 31)*	*(n = 32)*
**Sex M/F**	14/17	16/16
**Family history for IBD (yes/no)**	8/23	5/27
**Average age**	39.9±15.1	48.4±16.3
**IBD location**		
terminal ileum	16	1
small bowel	5	1
colon	8	26
cecum	2	3
rectum	0	1

As shown in Fig. 4A, the mRNA expression levels of *NKX2-3*, *VEGFA, PI3K, AKT, and eNOS* are significantly increased in diseased intestinal tissues compared with adjacent normal tissues in CD patients. The overall mean *NKX2-3* expressions were: 3.88±2.42 (CD) vs. 2.11±1.4 (normal) (*p* = 0.0065); *VEGFA* expressions were: 4.8±15.57(CD) vs. −0.55±7.43 (normal) (*p* = 0.0036); *PI3K* expressions were: 15.78±35.76 (CD) vs. 1.91±7.61 (normal) (*p* = 0.0078); *AKT* expressions were: 10.32±30.75 (CD) vs. −5.05±24.58 (normal) (*p* = 0.0164); and *eNOS* expressions were: 11.13±48.31(CD) vs. −20.22±55.52 (normal) (*p* = 0.0088). Expression levels of *EDN1* are decreased in diseased intestinal tissues compared with adjacent normal tissues in CD patients: −16.82±83.13 (CD) vs. −10.77±26.94 (normal) (*p* = 0.7196).

**Figure 4:**
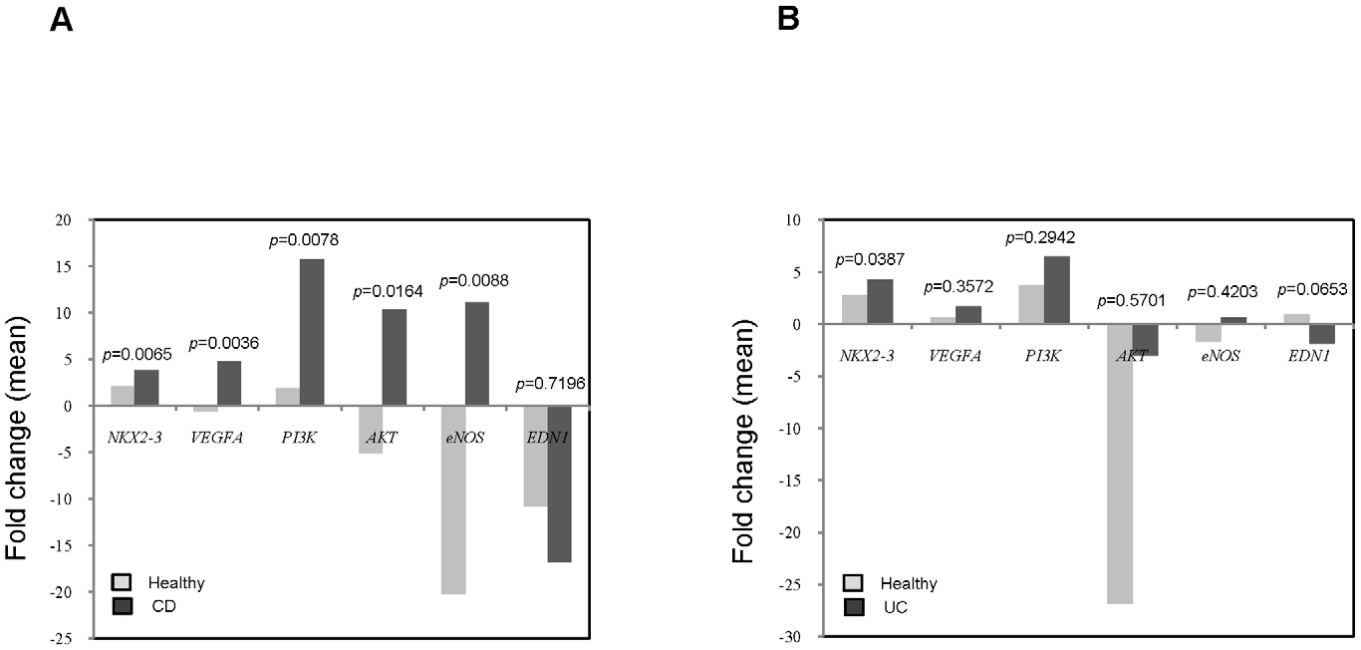
mRNA expression levels of 6 genes in intestinal tissues from CD and UC patients. (A) Comparison of mRNA expression levels of 6 genes in diseased vs. adjacent normal intestinal tissues from CD patients: *NKX2-3* (n = 30), *VEGFA* (n = 30), *PI3K* (n = 31), *AKT* (n = 28), *eNOS* (n = 24), and *EDN1* (n = 30). RT-PCR was carried out on surgically excised diseased and adjacent normal intestinal tissues from CD patients. The RT-PCR product bands on the photograph were scanned by densitometry. RT-PCR results were normalized by *GAPDH* as fold change for each patient. Data are presented as the means. (B) Comparison of mRNA expression levels of 6 genes in diseased vs. adjacent normal intestinal tissues from UC patients: *NKX2-3* (n = 30), *VEGFA* (n = 32), *PI3K* (n = 32), *AKT* (n = 21), *eNOS* (n = 23), and *EDN1* (n = 27). RT-PCR was carried out on surgically excised diseased and adjacent normal intestinal tissues from UC patients. Data are presented as the means.

As shown in Fig. 4B, the mRNA expression levels of *NKX2-3*, *VEGFA, PI3K, AKT, and eNOS* are increased in diseased intestinal tissues compared with adjacent normal tissues in UC patients. The overall mean *NKX2-3* expressions were: 4.26±3.39 (UC) vs. 2.78±1.68 (normal) (*p* = 0.0387); *VEGFA* expressions were: 1.7±1.53 (UC) vs. 0.65±3.13 (normal) (*p* = 0.3572); *PI3K* expressions were: 6.46±7.63 (UC) vs. 3.73±5.22 (normal) (*p* = 0.2942); *AKT* expressions were: −3±5.63 (UC) vs. −26.79±45.65 (normal) (*p* = 0.5701); and *eNOS* expressions were: 0.62±2.04 (UC) vs. −1.67±5.19 (normal) (*p* = 0.4203). Expression levels of *EDN1* are decreased in diseased intestinal tissues compared with adjacent normal tissues in UC patients: −1.85±8.7 (UC) vs. 0.97±4.29 (normal) (*p* = 0.0653).

Taken together, expression levels of *NKX2-3*, *VEGFA*, *PI3K*, *AKT*, and *eNOS* are increased in intestinal tissues from IBD patients. On the other hand, expression levels of *EDN1* are decreased in intestinal tissues from IBD patients. These results demonstrated the important roles of these genes in IBD pathogenesis.

### Positive correlation of gene expression of *NKX2-3* with *VEGFA* in intestinal tissues from IBD patients

There are seven members of the vascular endothelial growth factors (VEGFs) family, ie, VEGF-A, -B, -C, -D, -E, -F, and placental growth factor. *VEGFA* is crucially involved in several chronic inflammatory disorders in which it not only promotes pathologic angiogenesis but directly fosters inflammation [19], [20]. VEGFA has been reported to over-express in humans with IBD [21], [22], [23]. *VEGFA* was down-regulated by *NKX2-3* knockdown in 2 HIMEC (Fig. 2C and 3). 

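The tested probe of *VEGFA*, ILMN_2375879, had a signal of 94.5 and 69.5 on the vector arrays of 21B and 71.5 and 71.3 on its knockdown arrays. In 432 the signal was 81.7 and 77.8 with the vector and 70.0 and 89.9 after knockdown. Only 3 of these 8 signals were above the background of their array. The 2 further probes of *VEGFA* were not above background on any array. Each of the 4 pairs holds at least 1 signal below background, so no change is given by pair. Over the alternatives limma's adjusted p ran from 0.414 to 0.879 in 21B and from 0.392 to 0.979 in 432.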

Since both *NKX2-3* and *VEGFA* are up-regulated in intestinal tissues from IBD patients (Fig. 4), next we examined whether *NKX2-3* expression was correlated with *VEGFA* expression in IBD patients. We examined mRNA expression levels of *NKX2-3* and *VEGFA* in diseased and adjacent normal intestinal tissues from 30 CD and 30 UC patients. Fold change results of normalized *NKX2-3* or *VEGFA* were summarized as a ratio of medians (CD or UC: adjacent normal tissue) in every patient. Correlation analysis showed a positive correlation between expression of *NKX2-3* and *VEGFA* (*r* = 0.681, *p*<0.0001) for CD (Fig. 5A) and for UC (*r* = 0.509, *p*<0.0001) (Fig. 5B).

**Figure 5:**
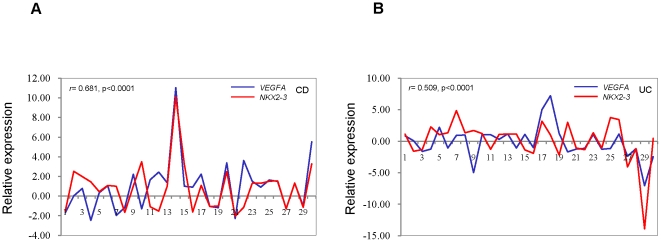
The correlation between the expression levels of *NKX2-3* and *VEGFA* in intestinal tissues from IBD patients. (A) The correlation between the expression levels of *NKX2-3* and *VEGFA* in diseased and adjacent normal intestinal tissues from 30 CD patients. RT-PCR was carried out on surgically excised intestinal tissues. The RT-PCR product bands on the photograph were scanned by densitometry. RT-PCR results were normalized by *GAPDH* for each sample. Fold change results of normalized *NKX2-3* or *VEGFA* were summarized as a ratio of medians (CD: adjacent normal tissue) in every patient. Correlation coefficient (*r*) and *p* value are shown. (B) The correlation between the expression levels of *NKX2-3* and *VEGFA* in diseased and adjacent normal intestinal tissues from 30 UC patients.

### Negative correlation of gene expression of *NKX2-3* with *EDN1* in intestinal tissues from IBD patients

Endothelin-1 (*EDN1*) is a vasoactive peptide implicated in a number of pathological conditions, including human IBD [17]. *EDN1* was up-regulated by *NKX2-3* knockdown in 2 HIMEC by cDNA microarray analysis (Fig. 2B) and this observation was confirmed by RT-PCR (Fig. 3). 

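In 21B the signal of *EDN1* without normalization was 11627.5 and 9010.2 on the vector arrays and 11511.8 and 11193.6 on the knockdown arrays. In 432 it was 9295.7 and 8752.8 with the vector and 10881.3 and 12385.0 after knockdown. After normalization *EDN1* was higher in 4 of 4 pairs, by 0.19 and 0.38 on the log2 scale in 21B and by 0.29 and 0.43 in 432. No alternative of 16 called *EDN1* in either line. Limma's adjusted p over these alternatives ran from 0.105 to 0.674 in 21B and from 0.0591 to 0.56 in 432. The authors' deposited table gives a log2 change of 0.25 in 21B (p = 0.0486, false discovery rate 0.252) and 0.32 in 432 (p = 0.0285, false discovery rate 0.277).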

Since *NKX2-3* is up-regulated and *EDN1* is down-regulated in intestinal tissues from IBD patients (Fig. 4), we examined whether *NKX2-3* expression was correlated with *EDN1* expression in IBD patients. We examined mRNA expression levels of *NKX2-3* and *EDN1* in diseased intestinal tissues from 30 CD and 25 UC patients. Correlation analysis showed a negative correlation between expression of *NKX2-3* and *EDN1* for CD (*r* = −0.353, *p*<0.01) (Fig. 6A) and for UC (*r* = −0.442, *p*<0.005) (Fig. 6B).

**Figure 6:**
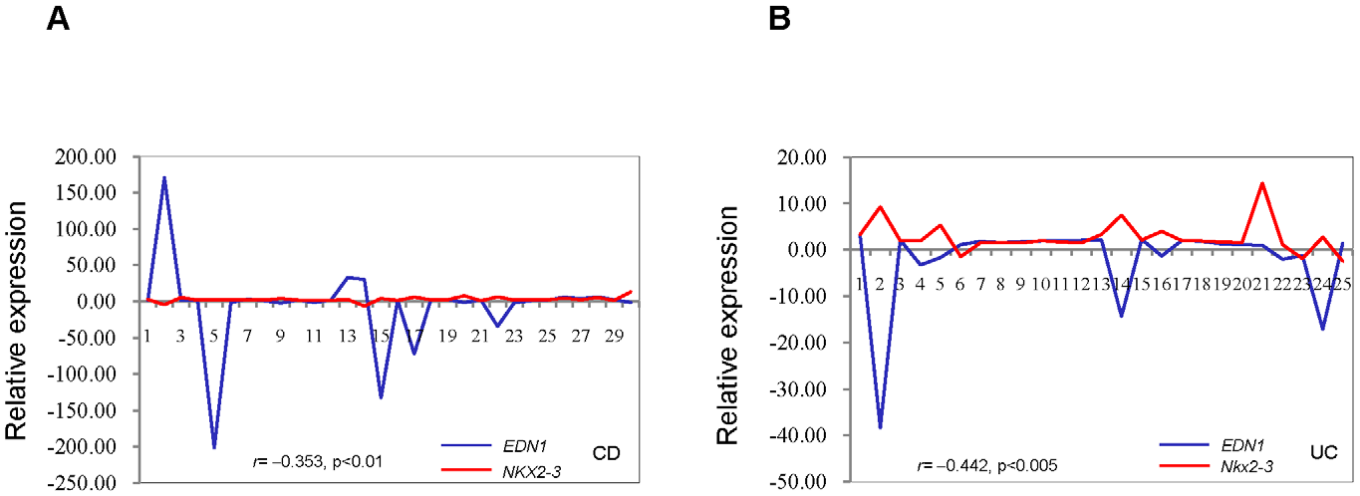
The correlation between the expression levels of *NKX2-3* and *EDN1* in intestinal tissues from IBD patients. (A) The correlation between the expression levels of *NKX2-3* and *EDN1* in diseased intestinal tissues from 30 CD patients. RT-PCR was carried out on surgically excised intestinal tissues. The RT-PCR product bands on the photograph were scanned by densitometry. RT-PCR results were normalized by *GAPDH* in every patient. Correlation coefficient (*r*) and *p* value are shown. (B) The correlation between the expression levels of *NKX2-3* and *EDN1* in diseased intestinal tissues from 25 UC patients.

## Discussion

Pathogenesis of IBD is not only restricted to those mediated by classic immune cells, such as T and B cells [24], but also involves nonimmune cells, including endothelial cells [15]. Endothelial cells play a key role in mucosal immune homeostasis by regulating the leukocytes migrating from the intravascular to the interstitial space, thus highlighting the endothelium as one of the pillars in inflammation pathogenesis [25]. The vascular response is a key component of inflammation. Microvascular endothelial cells could form capillary-like structures and display different functional sets of adhesion molecules, distinct chemokine secretory patterns, and activation of unique sets of genes in response to stress and inflammatory stimuli [26].

In this study, we performed genome-wide gene expression microarray analysis using two HIMEC with *NKX2-3* knockdown, and identified 1746 genes in 21B cells and 1603 genes in 432 cells regulated by *NKX2-3* knockdown. The regulation of these genes is highly consistent between the two HIMEC. Most of the *NKX2-3* regulated genes are involved in immune and inflammatory response, cell proliferation and growth, metabolic process, and angiogenesis. Various aspects of immunity contribute to the development of an overall inflammatory immune response. Chemokines control leukocyte trafficking during homeostasis as well as inflammation. The migration of leukocytes into sites of inflammation is crucial in the pathogenesis of IBD. The CXC chemokine IL8/CXCL8 is down-regulated by *NKX2-3* knockdown in HIMEC. 

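*IL8* had 2 tested probes, both above background on all 8 arrays. In 21B the signal of the brighter probe was 3265.2 and 1652.7 on the vector arrays and 1147.3 and 921.9 on the knockdown arrays. In 432 it was 2041.9 and 1914.1 with the vector, and 605.5 and 8202.1 after knockdown. The other probe read 1079.1 and 636.7 against 491.6 and 395.9 in 21B, and 723.2 and 756.4 against 264.9 and 3543.2 in 432. In the brighter probe the log2 change of the pairs was -1.04 and -0.87 in 21B, and -1.96 in replicate 1 and 2.03 in replicate 2 of 432. *IL8* was therefore lower in 3 of 4 pairs, and the sign of its change in 432 depends on which knockdown array is used.

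**Figure D4:**
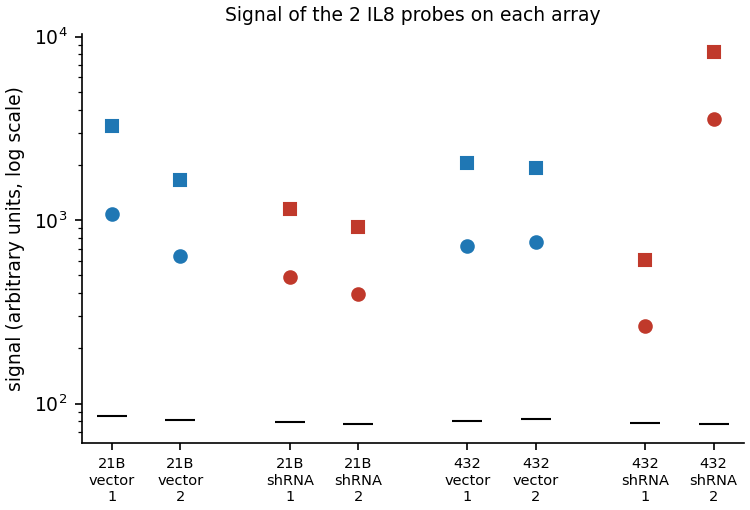
Signal of *IL8* without normalization on each of the 8 arrays (vertical axis, log scale), for its probes (circles and squares) with the vector in blue and shRNA in red. Black dashes mark the lowest signal above background on each array; knockdown replicate 2 of 432 reads 8202.1 and 3543.2, above every other array, and replicate 1 reads 605.5 and 264.9, below every other array.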

IL8 is expressed in leucocytes and endothelial cells and plays an important role in inflammation and angiogenesis [27]. The expression level of IL8 is up-regulated in tissues after ischaemic injury [28]. One of the most novel aspects that directly implicates endothelial cell participation in inflammation is the process of angiogenesis. It is now well established that angiogenesis and microvascular remodeling are intrinsic components of the tissue remodeling in chronic inflammatory diseases [15]. 

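The fall of *ANGPT2* was seen in 4 of 4 pairs of the brightest of its 3 tested probes, by -1.87 and -1.98 on the log2 scale in 21B and by -2.16 and -0.68 in 432. In 432 its normalized log2 signal after knockdown was 11.74 ± 1.05 (SD, n = 2 arrays). A second probe fell by 2.38 in 21B and 1.87 in 432. Another was above background on all 4 vector arrays and 1 knockdown array, of 432, where it fell by 1.38.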

ANGPT2 (angiopoietin 2) is down-regulated by *NKX2-3* knockdown in HIMEC. ANGPT2 is responsible for the initiation of angiogenesis through recruitment and proliferation of endothelial cells [29]. Elevated serum ANGPT2 levels in IBD patients have been reported [30].

We used pathway analysis to systematically visualize the relationships of genes regulated by *NKX2-3* knockdown. The top 25 pathways affected by *NKX2-3* knockdown included those involved in inflammation and immune response, including the EDN1 and NO pathways. Generation of nitric oxide (NO) by NO synthase (NOS) is a central feature of chronic inflammatory diseases in the gastrointestinal tract [15]. *eNOS* is down-regulated by *NKX2-3* knockdown in HIMEC. 

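The normalized log2 signal of *NOS3* was 8.88 ± 0.47 with the vector and 8.78 ± 0.06 after knockdown in 21B, and 8.90 ± 0.02 and 7.76 ± 0.73 in 432 (SD, n = 2 arrays). Its log2 change was 0.19 and -0.39 in the pairs of 21B and -0.63 and -1.65 in those of 432. *NOS3* was thus lower in 3 of 4 pairs, and in 21B the vector arrays differed from each other by more than the groups did. The folds of the same pairs in the authors' deposited table are 1.13 and 0.783 in 21B and 0.672 and 0.374 in 432.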

We identified that *NKX2-3* regulated *eNOS* through the VEGF-PI3k/AKT pathway in HIMEC. 

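PI3K and AKT are each encoded by several genes. Among the catalytic subunits of PI3K, *PIK3CB* fell by 0.66 on the log2 scale in 21B (standard error 0.17, limma's adjusted p = 0.0403) and by 0.96 in 432 (standard error 0.17, adjusted p = 0.0117), and was lower in 4 of 4 pairs. The call in 21B was lost without any 1 of its arrays (-0.86 to -0.46, adjusted p from 0.0613 to 0.246), and without vector replicate 1 (adjusted p = 0.0691) or 2 (adjusted p = 0.0686) of 432. It was called in 5 of 15 alternatives, with adjusted p from 0.0282 to 0.246. The call in 432 was lost without its vector replicate 1 (-0.91, adjusted p = 0.0948) or 2 (-1.03, adjusted p = 0.0716) and under median scaling (-0.88, adjusted p = 0.0586), over a range from 0.0081 to 0.0948. *PIK3CD* had a log2 change of -0.21 in 21B and -0.22 in 432, and *PIK3CG* was not above background. Of the regulatory subunits, *PIK3R1* changed by 0.09 and 0.14 and *PIK3R2* by 0.13 and -0.06. Under median scaling *PIK3R1* was at -0.09 in 21B and *PIK3R2* at -0.04 in 21B and 0.09 in 432. Without knockdown replicate 1 of 432, *PIK3R1* was at -0.23 and *PIK3R2* at -0.33 in 432. Without knockdown replicate 2 they were at 0.52 and 0.21 there. *PIK3R3* rose by 0.16 in 21B (adjusted p = 0.69). It was above background on neither vector array of 432, where it was at least 1.11-fold higher (adjusted p = 0.0689). It was called in 432 without background correction (adjusted p = 0.019) and without knockdown replicate 2 of 432 (adjusted p = 0.00332), over a range from 0.00332 to 0.239. The probe of *AKT2* was not above background on any array.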

*VEGF, PI3K, and AKT* are all down-regulated by *NKX2-3* knockdown in HIMEC. A few reports have described overexpression of VEGFA in human intestinal tissues with IBD [21], [22], [23], but the functional significance of such up-regulation is not yet understood. In murine colonic-derived endothelial cells, VEGFA triggers an inflammatory phenotype by up-regulating CAMs and inducing adhesion of neutrophils and T cells, thus supporting an inflammatory role for this cytokine in the intestine [31]. One recent study showed that in vitro, VEGF-A induces both angiogenic activity and an inflammatory phenotype in human intestinal microvascular endothelial cells (HIMEC), whereas overexpression in vivo increases disease severity and blockade decreases disease severity in colitic mice [23]. Given that the activation of this VEGF–eNOS angiogenesis pathway results in maintenance production of NO, it is most likely to be implicated in the regulation of NO-controlled gene expression, as well as the NO-mediated angiogenic responses to VEGF. VEGF is known to be a potent activator of endothelial cells and a critical factor for the induction of angiogenesis during IBD development [23]. The importance of the VEGF–eNOS pathway for regulating angiogenesis and vascular remodeling makes these genes important for IBD pathogenesis. Our results showed that mRNA expression levels of *NKX2-3*, *VEGFA, PI3K, AKT, and eNOS* were increased in intestinal tissues from IBD patients. And the positive correlation between the expression levels of *NKX2-3* and *VEGFA* in intestinal tissues from IBD patients (Fig. 5) suggests a regulatory role of *NKX2-3* in *VEGFA* gene expression. The mechanism of regulation of *VEGF* by *NKX2-3* is not clear. *NKX2-3* could regulate expression of *IL8, ANGPT2, KLF2, and KLF4* in HIMEC. 

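The brighter of the 2 tested probes of *KLF4*, ILMN_2137789, was above background on all 4 knockdown arrays and no vector array. By this probe *KLF4* was at least 11.1-fold higher after knockdown in 21B and at least 6.57-fold higher in 432. The other probe, above background on 5 arrays, had a smaller rise in 21B, of 2.44 on the log2 scale. In 432 the vector signals of that probe were below background. The values that follow are from the brighter probe. Limma's adjusted p was 2.76e-06 in 21B and 7.73e-06 in 432, and *KLF4* was called in both lines under all 15 alternatives. The paper proposes that *NKX2-3* could act on *VEGF* through these genes, since IL8, ANGPT2, KLF2 and KLF4 are each described in the literature it cites as regulators of *VEGF*.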

IL8 Stimulates VEGF expression in endothelial cells [32] and ANGPT2 stimulates the synthesis of VEGF [33]. The KLF2 and KLF4 transcription factors have been shown to coordinate transcriptional programs important for the establishment of an anti-inflammatory, vasodilatory, and anti-thrombotic vascular endothelial phenotypes, thus acting as critical regulators of endothelial homeostasis [34]. KLF2 and KLF4 regulate expression of VEGF and eNOS in vascular endothelial cells [34]. It is reasonable to speculate that *NKX2-3* regulates *VEGF* expression through *IL8, ANGPT2, KLF2, and KLF4* or direct regulation of *VEGF*. Although the role of *NKX2-3* in IBD is still unclear, its regulatory role in VEGF-eNOS strongly suggests that *NKX2-3* could be involved in IBD pathogenesis by regulating the VEGF-PI3K/AKT-eNOS pathway.

Endothelin-1 (*EDN1*) is one of several vasoconstrictors that may play a role in the progression of IBD. Endothelin-1 is expressed by endothelial cells as a precursor peptide (proET-1) that is first cleaved to bigET-1 and then to the mature 21-amino acid peptide. *EDN1* acts through two receptors, ET-A and ET-B. EDN1 binding to ET-B receptors in endothelial cells initiates a signaling cascade that leads to nitric oxide (NO) and endothelial-derived relaxing factor production. The signaling of NO production through ET-B receptors via the G-protein βγ subunit dimer has been linked to AKT phosphorylation of eNOS. The G-protein Galpha12 has been linked to increased levels of eNOS [35]. EDN1 increases leukocyte adhesion to intestinal microvasculature [36], resulting in oxidant stress and mucosal dysfunction [37]. Increased levels of EDN1 in intestinal tissues from IBD patients have been reported [17]. However, other reports have indicated that EDN1 levels were decreased in IBD [18], [38]. We showed that expression of EDN1 was down-regulated in intestinal tissues from IBD patients. Correlation study confirmed the negative correlation between the expression levels of *NKX2-3* and *EDN1* in intestinal tissues from IBD patients (Fig. 6), suggesting a regulatory role of *NKX2-3* in *EDN1* gene expression. *NKX2-3* could negatively regulate *EDN1* expression and is thus involved in IBD pathogenesis.

In summary, this work identified many inflammation-related genes and microvascular endothelial cell function related genes that are regulated by *NKX2-3* in HIMEC. Our present results demonstrate that a decrease in *NKX2-3* gene expression level can profoundly affect the signaling pathways relevant to the pathogenesis and progression of IBD such as the EDN1 and VEGF signaling and PI3K/AKT-eNOS pathways. Further functional studies of the genes and pathways affected by *NKX2-3* using HIMEC are underway to confirm and expand upon the current work.

## Materials and Methods

### Cell lines

Two HIMEC (432 and 21B) were isolated from normal ileal intestinal tissue from patients undergoing surgery at the Cleveland Clinic Lerner Research Institute as approved by the Institutional Review Board of University Hospitals of Cleveland. Cell lines were cultured in MCDB131 medium (Invitrogen, USA) supplemented with 20% fetal bovine serum (FBS), heparin, endothelial cell growth factor and antibiotics. HIMEC were incubated at 37°C in an atmosphere of 5% CO_2_.

### Transfection

A small hairpin RNA (shRNA) vector targeting human *NKX2-3* was generated using the pSUPER vector system as described previously [14], [39]. The 19-nucleotide sequence within *NKX2-3* targeted by the shRNA oligonucleotide pair was 5′-AGGAACATGAAGAGGAGCC-3′. Forward and reverse primers were synthesized containing this sequence in sense and antisense orientations with an intervening linker. Forward and reverse primers were annealed and ligated into the pSUPER.retro.puro vector according to the manufacturer's instructions (OligoEngine, WA, USA).

pSUPER.retro.puro.shRNA-*NKX2-3* and empty vector were transfected into two HIMEC lines with TransPass™ HUVEC transfection reagent (New England BioLabs, USA) according to the manufacturer's instructions. Forty-eight hours posttransfection, to confirm the suppression of *NKX2-3* expression, mRNA from was isolated from the transfected HIMEC lines for further examination.

### Microarray and data analysis

Illumina Human HT12 v 3 Expression BeadChips (Illumina, CA) were used in this study. This BeadChip targets >25,000 genes with >48,000 probes derived from the RefSeq (Build 36.2, rel22) and UniGene (Build 99) databases. 300 ng of total RNA collected from two independent cultures of control and sh*NKX2-3*-expressing HIMEC cells was reverse transcribed into cRNA and biotin-UTP labeled using the Illumina Total Prep RNA Amplification Kit (Ambion, Austin, TX). Microarray hybridization, data collection, and analysis were performed at the Genomics Core of the Cleveland Clinic Lerner Research Institute.

Raw data filtering and quantile normalization were performed using the Bioconductor package *lumi*, a Beadarray specific software package for Illumina microarray data. Due to the small sample size, the moderated t-statistic implemented in the Bioconductor *LIMMA* package was used to detect differentially expressed genes. This statistic has the same interpretation as the standard t-statistic; however, standard errors were calculated to shrink toward a common value by empirical Bayes model to borrow information across all genes [40]. The *p*-values from moderated t-tests were adjusted by Benjamini and Hochberg's method to control false discovery rate. All data is MIAME (Minimum Information About a Microarray Experiment) compliant and that the raw data has been deposited in a MIAME compliant database (GEO at NCBI, accession number GSE28656).

### Ingenuity pathway analysis (IPA)

IPA was used to identify gene networks according to biological functions and/or diseases in the Ingenuity Pathways Knowledge Base (Ingenuity Systems, Redwood City, CA). Known genes' expression levels served as input to the Ingenuity Pathways Analysis (IPA) Knowledge Base v4.0. Lists of top pathways associated with genes with changes in expression relative to controls were generated with corresponding Benjamini and Hochberg's p values. Expression data was overlaid upon canonical pathways associated with altered gene expression.

### Patients and intestinal tissue samples

Intestinal tissues were obtained from IBD patients undergoing surgery at the Penn State Hershey Medical Center. All human tissues were approved by the Human Subjects Protection Offices of The Pennsylvania State University College of Medicine, and were undertaken with the understanding and written consent of each subject. Macroscopically normal areas of intestine and areas of intestine with obvious disease were classified by a pathologist. The intestinal tissues were immediately submerged in RNA*later* Solution (Ambion, CA, USA) and stored at 4°C overnight. Tissues were stored frozen at −70°C until total RNA extraction.

### RNA isolation and reverse transcription PCR

Total RNA was extracted from HIMEC and intestinal tissues using the RNeasy mini kit (QIAGEN Sciences, MD, USA) according to the manufacturer's instructions. cDNA was synthesized from 1.0 µg of total RNA using a Superscript III 1^st^ Strand Synthesis Kit (Invitrogen, CA, USA).

Primer sequences are listed in table 3. Primers were designed using Primer3 software. PCR amplifications were performed at 94°C for 30 seconds, 60°C for 45 seconds, and 72°C for 45 seconds for 35 cycles (all genes except GAPDH) or 26 cycles (GAPDH), followed by a final extension at 72°C for 5 min. PCR products were visualized on 2% agarose gels stained with ethidium bromide. RT-PCR product bands were scanned by densitometry and results were normalized by GAPDH for each cell line.

**Table 3:** Primers for RT-PCR.

Gene	Primer sequences	Sizes	Accession
EDN1	F: 5′- ctttgagggacctgaagctg-3′	392 bp	NM_001955
	R: 5′- ctgttgcctttgtgggaagt-3′		
ADM	F: 5′- acttcggagttttgccattg-3′	230 bp	NM_001124
	R: 5′- ctcttcccacgactcagagc-3′		
PI3K	F: 5′- tgctttgggacaaccataca-3′	394 bp	NM_006218
	R: 5′- cggttgcctactggttcaat-3′		
AKT	F: 5′- ggtgatcctggtgaaggaga-3′	379 bp	NM_005163
	R: 5′- cttaatgtgcccgtccttgt-3′		
eNOS	F: 5′- tgctggcatacaggactaag-3′	385 bp	NM_000603
	R: 5′- taggtcttggggttgtcagg-3′		
PLCB1	F: 5′- cgtggctttccaagaagaag-3′	305 bp	NM_015192
	R: 5′- ggcaaaggttgttgaggaaa-3′		
CASP1	F: 5′- acctctgacagcacgttcct-3′	329 bp	NM_033292
	R: 5′- ggtgtggaagagcagaaagc-3′		
VCAM1	F: 5′- attgacttgcagcaccacag-3′	391 bp	NM_001078
	R: 5′- ttccagggacttcctgtctg-3′		
VEGFA	F: 5′- tcctcacaccattgaaacca-3	379 bp	NM_001171623
	R: 5′- caccgatcagggagagagag-3′		
NKX2-3	F: 5′-ccacccctttctcagtcaaa-3′	210 bp	NM_145285
	R: 5′-ctgcggctagtgagttcaaa-3′		
GAPDH	F: 5′-tgatgacatcaagaaggtggtgaag-3′	236 bp	NM_002046
	R: 5′-tccttggaggccatgtgggccat-3′		

### Statistical analysis

The paired data (RT-PCR results) were analyzed with a one sample permutation t-test with 500,000 permutations. The analysis was performed using R (version 2.12.0) and the onet.permutation function in the R library DAAG (version 1.03).

How the deposited data were processed for this re-analysis (not part of the article)

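Total RNA of 2 HIMEC lines, 21B and 432, was profiled on Illumina Human HT12 v 3 arrays after transfection with shRNA against *NKX2-3* or with the empty vector, with 2 arrays for each of the 4 groups and 8 arrays in all. The samples were assigned to lines, transfections and replicates from their labels, which the paper's description of the cultures matches. No value was used to assign a sample. The replicate numbers run from 1 to 2 in every group, and neither the labels nor the paper say that a number marks a shared day or batch.

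The authors deposited a table of intensity values, the signal of each probe on each array without normalization, and beside each a detection p-value from the array's software. The number of beads behind a signal is not used here, and the number of arrays limits the precision. The authors also deposited a table for each line with the log2 change, p-value and false discovery rate of each probe, and for each of the 4 same-numbered pairs a table of the fold change as a linear ratio. The header of the table of each line calls the log2 column a correlation coefficient, which its range excludes; it equals the mean log2 of the folds of both pairs. The methods name raw data filtering and quantile normalization with lumi, limma's moderated test and Benjamini-Hochberg adjustment. No version of lumi or limma, background correction or transformation is named in the text of the paper. The deposited columns held values of 0 samples outside this series.

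The table of signals names probes by Illumina identifier and holds no gene names, and the authors' deposited tables name probes by another identifier together with a gene symbol. The tables were joined by their values. After quantile normalization a value depends only on its rank on its array, and this relation was estimated from the ranks of the signals and the deposited folds. It gave 4 log2 folds for each probe of the signal table, which were matched to the probe with the nearest 4 deposited folds. A mutual match was accepted within a distance of 0.02 on the log2 scale if it was under 0.2 times the distance to the next probe. In this way 47161 of the 47231 probes (99.85%) were joined to the 47323 probes of the deposited tables, and 70 were not joined. When 3 folds were used to predict the remaining one, at least 99.89% of joined probes came within 0.01, against at most 2.54% by chance. With shuffled folds 65 probes were joined. On simulated data, 99.87% of probes were joined and 100.0% of the joined probes were right. Symbols were found for 33071 joined probes, 22424 different ones. As a check of level, 137 probes of ribosomal protein genes lay at a median percentile of 99.0 of the mean signal and 457 probes of olfactory receptor genes at 21.3. The paper's arrays use RefSeq Build 36.2, and the gene table at hand is of another assembly, so no coordinates are given.

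Signals were corrected for background and normalized with neqc of limma 3.58.1 in R 4.3.3, which estimates the background from the detection p, adds an offset of 16, applies quantile normalization and takes log2. Probes with a detection p under 0.05 on at least 2 of the 8 arrays were kept. This left 20902 probes of 12423 genes; 4485 of the probes have no symbol and were tested but not counted as genes, and 23091 probes were above background on no array. The share of probes above background lay between 36.3% and 40.0% per array. A model of 4 group means was fitted with lmFit and eBayes, with 4 residual and 4.502 prior degrees of freedom, and p was adjusted by the Benjamini-Hochberg method over all kept probes. The contrasts were knockdown minus vector in 21B and in 432, their average, and the change in 432 minus that in 21B. The threshold was a fold change of at least 1.5 and an adjusted p under 0.0005; a single named gene, and a difference between the lines, was called at an adjusted p under 0.05. In the same design with simulated changes, the fit of 20902 probes called 71% of 200 changed probes in 21B, 86% of 400 in 432, 90.2% of 400 in the average and 99.5% of 200 in the difference, and it called 1, 0, 3 and 14 unchanged probes. The simulated changes were 1, 2 or 3 on the log2 scale in both lines, and 2 or 3 in the difference. The simulated spread of a probe was the same in all groups, unlike that of the knockdown arrays of 432. The simulation therefore does not give the power to find smaller differences between the lines, or any under that wider spread. Quantile normalization sets all arrays to one distribution, and the offset shrinks the changes of dim probes.

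The genes named in the text were chosen by rule. The rule takes *NKX2-3*; every gene the paper names from the array, with *GAPDH* and *ASS1*; the receptors and isoforms of the families the paper speaks of; the 5 highest and 5 lowest folds of Table 1; and the 5 largest rises and 5 largest falls in the average among genes that passed the threshold and went the same way in all 4 pairs. It also takes the genes of the smallest p in the difference between the lines, had any passed. *KRT81*, *IFNB1*, *UBD*, *GJA4*, *SULF1*, *STATH*, *PIM3*, *IFI6* and *YPEL2* fall outside it and were chosen after their values were seen. Of 4 gene lists, 49 interferon-stimulated genes, 12 targets of BMP and SMAD, 25 targets of ATF4 and 31 proliferation genes, each was tested with camera at a preset correlation of 0.01 and with fry. The model, the threshold, the rule for named genes, the lists and the alternatives were set before the data were examined, apart from those said to be chosen later. The alternatives were no background correction, an offset of 50, median scaling, no filter on dim probes, a filter at a detection p under 0.01 on all 8 arrays, each line fitted alone, the replicate number as a block, other criteria on p, other ways to take the probes of a gene, and leaving out each array in turn. An array that is left alone in its group is assumed to vary like the others. Such a fit has fewer residual degrees of freedom, so a call can be lost with little change in its size. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The pathway statistics of IPA, the RT-PCR and the tissue measurements were not analysed here.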

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

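No test of this part was chosen after its result was seen; *IFNB1* was singled out after its values were seen.

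Interferon-stimulated genes rose after *NKX2-3* knockdown in both HIMEC, and the largest rises are genes that the paper does not discuss, with signals above those of the vector arrays. By their fitted change in the average, the 5 largest rises among genes that passed the threshold and went the same way in all 4 pairs were *MX1*, *IFI27*, *IFIT1*, *CXCL10* and *OASL*, and 0 of them are in Table 1. On the vector arrays they were mostly not above background, so their folds are lower bounds. *MX1* was at least 310-fold higher in 432; in 21B it was above background on 1 of 2 vector arrays. *IFI27* was at least 215-fold higher in 21B and 191-fold in 432, *IFIT1* at least 258-fold and 234-fold, *CXCL10* at least 130-fold and 121-fold, and *OASL* at least 137-fold and 78.4-fold. Limma's adjusted p of the average was 3.71e-09 for *MX1*, 2.42e-09 for *IFI27*, 1.05e-08 for *IFIT1*, 3.54e-07 for *CXCL10* and 4.32e-06 for *OASL*. With signals under background in the dim group, their order among themselves is not measured. All 5 were higher in 4 of 4 pairs. The bounds are from the brightest probe of each gene. The other kept probes of *IFIT1* and *OASL* rose less, also from vector signals below background. Their fitted log2 changes in 21B and 432 were 3.37 and 2.75 for *IFIT1* and 5.41 and 4.46 for *OASL*.

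The list of 49 interferon-stimulated genes was tested as a set. All 49 were higher in all 4 pairs, and 39 passed the threshold in both lines. At an adjusted p under 0.05, 49 were called in the average, over all probes and also when adjusted over the list alone. The median log2 change was 4.16 in 21B and 3.68 in 432. With genes that were below background in 1 group at their bound, it was 3.80 and 3.58. Table 1 holds 22 of the 49, which the paper picked on these arrays. For the 27 genes outside Table 1, with dim genes at their bound, the median log2 change of the average was 5.78. Camera gave the list an adjusted p of 1.77e-56 in the average, and 1.27e-39 without the genes of Table 1; with fry these were 1.4e-05 and 3.79e-06. Of the 184 genes up-regulated past the threshold in the average, 45 are on the list. The median of the pairs was 4.31 and 4.00 in 21B, 4.35 in replicate 1 of 432 and 3.25 in replicate 2.

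Of the technical explanations, that the quantile normalization made the rise is argued against by median scaling, under which the lower of the medians of both lines was still 3.75. A swap of a knockdown and a vector array is also argued against, because the mean log2 level of the list on the lowest knockdown array was 3.79 above that on the highest vector array. Other explanations stay open. A response to the hairpin or to the transfected DNA, in place of the loss of *NKX2-3*, may give the same rise. With 0 arrays of a control hairpin among those analysed, this and an effect of *NKX2-3* itself cannot be told apart. The difference of constructs is the same in both lines, so the likeness of the lines does not decide it.

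An interferon gene transcribed by the same cells is a further candidate explanation. Of 28 probes for 19 genes of type I and type III interferons, 4 were kept, and 0 interferon genes passed the threshold in both lines. *IFNB1*, which Table 1 lists, was above background on all 4 knockdown arrays and no vector array. It was at least 4.35-fold higher in 21B (limma's adjusted p = 0.00242) and at least 1.54-fold higher in 432 (adjusted p = 0.0482). The 4 type III probes were above background on 0 arrays. *IFNB1* rose, but not past the threshold in both lines, and no array of cells without interferon signalling was analysed here. An interferon gene as the source therefore cannot be told apart from a rise without one. The explanations left open here are responses of the cells, and these arrays do not separate a response to the loss of *NKX2-3* from the others.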

How the results depend on the processing

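Chosen after the data were seen were 2 of the settings in this part, a paired fit of the authors' normalized values and the deposited folds of replicate 1 alone.

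The counts of genes past the threshold moved with nearly every choice. The limma counts of 108 genes in 21B, 100 in 432, 88 in both lines and 278 in the average became 193, 188, 147 and 552 with no background correction, and 189, 182, 142 and 556 with an offset of 50. They became 196, 183, 137 and 418 with median scaling, 46, 48, 45 and 134 with no filter on dim probes, and 564, 495, 351 and 1008 with an unadjusted p under 0.0005. With an adjusted p under 0.05 they were 1408, 1078, 716 and 1414. With each line fitted alone, 16 genes passed in 432 and 16 in both lines, and 157 in 21B. The authors' normalized values with a paired fit of each line gave 1062 genes in 21B, 178 in 432 and 174 in both. The deposited folds of replicate 1 alone, without a p, gave 1756, 1607 and 967. The filter at a detection p under 0.01 on all 8 arrays, averaging the probes of a gene, counting any probe and counting probes moved no count by over 1.5 times. The cause of these moves was not tested, except that another criterion on p changes the count by its construction, and that leaving out the filter tests more probes.

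Of the 278 genes of the average, 277 also passed with no background correction, 276 with an offset of 50, 255 with median scaling, 145 with the replicate block and 133 with no filter. Of the 100 genes of 432, 16 also passed with each line fitted alone. Without any 1 array of 21B or vector array of 432, between 96 and 118 of the 278 also passed. All 278 kept their direction with no background correction, an offset of 50, median scaling, the block and no filter. The share of up-regulated genes in 432, 86.0%, was 69.1% with no background correction and 69.2% with an offset of 50. In 21B it was 73.0% with an offset of 50, against 85.2%. Median scaling shifted the median log2 change of all tested genes to -0.15 in 21B and 0.10 in 432, so that changes under it are relative to these medians. The share of up-regulated genes under it was 77.0% in 21B and 88.5% in 432.

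With the replicate number as a block, 67 genes passed in 21B, 61 in 432 and 147 in the average. The deviations of same-numbered arrays from their group means correlated at 0.0699 in 21B and -0.0177 in 432, so the samples share only a number. A block uses up degrees of freedom.

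Leaving out 1 array at a time gave between 31 and 235 genes in 21B, 40 and 156 in 432, 31 and 146 in both lines, and 96 and 468 in the average. The lowest counts in 21B, in both lines and in the average came without vector replicate 2 of 21B, and the lowest in 432 without vector replicate 1 of 432. The highest of all 4 came without knockdown replicate 2 of 432. In 21B the count was 32 and 31 without vector replicates 1 and 2 of 21B, 44 and 38 without its knockdown replicates, and 233 and 235 without knockdown replicates 1 and 2 of 432. In 432 it was 58, 50, 63 and 61 without these arrays of 21B in turn, 40 and 41 without the vector replicates of 432, and 102 and 156 without its knockdown replicates. The difference between the lines, called for 0 genes by limma with 661 at an unadjusted p under 0.05, ran from 0 to 187 genes, the latter without knockdown replicate 1 of 432. It was called for 1 gene with an offset of 50 and for 1 with median scaling. The correlation of the lines ran from 0.708 without knockdown replicate 1 of 432 to 0.884 without knockdown replicate 2. The count of named genes called in both lines, 6, was 2 without replicate 1 of either group of 21B or either vector array of 432, 3 without replicate 2 of either group of 21B and 8 without either knockdown array of 432. It was 3 with no filter and 3 with each line fitted alone. The count of gene lists called in the average ran from 3 to 4.

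The log2 change of *IL8* in 432 turned to -1.91 without knockdown replicate 2 of 432 (adjusted p = 0.000955) and was 1.99 without knockdown replicate 1 (adjusted p = 0.00116), where adjusted p ran from 0.000955 to 0.996 over the alternatives. The ATF4 target genes in 432, not called by camera (adjusted p = 0.553, higher), were called as lower without knockdown replicate 2 of 432 (adjusted p = 0.0169) and as higher without knockdown replicate 1 (adjusted p = 0.00139). Under the other alternatives adjusted p ran from 0.421 to 0.754, at 0.628 without vector replicate 1 of 21B. The cause was not tested.

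Of 67 results for single genes, 63 kept their direction and their side of the threshold with no background correction, 65 with an offset of 50, 57 with median scaling, 61 with no filter and 66 with the replicate block. Over the 8 arrays left out in turn, 465 of 536 kept both, 38 were no longer called and 12 were newly called. The interferon-stimulated genes kept their call and direction under all 16 alternatives in 21B and in 432. The proliferation genes lost their call in 432 without knockdown replicate 1 of 432 (camera's adjusted p = 0.0895). Signal over background limits dim genes such as *NKX2-3* and *MADCAM1*, which were above background on no array. The chip as a block was not run, because the table of signals names no chip.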

Differences from the paper's values

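Of the settings in this part, the paired fit of the authors' normalized values, the folds of replicate 1 alone and the match of printed folds to deposited ones were chosen after seeing the values.

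The threshold here is on the adjusted p, and the paper's results do not say whether its p was adjusted. The paper counts 1746 genes in 21B, 935 down-regulated and 811 up-regulated, and 108, 16 and 92 passed the threshold here. In 432 the paper's counts are 1603, 741 and 862, and 100, 14 and 86 passed here. For both lines together the paper gives 1000 shared genes, 996 of them in the same direction, 432 down-regulated and 564 up-regulated, and 88, 88, 10 and 78 were found here. The paper finds 4 genes in opposite directions, and limma gave 0 here. With an unadjusted p under 0.0005, 564 genes passed in 21B, 495 in 432 and 351 in both lines. Of the 20 alternatives set before the data were examined, 1, an adjusted p under 0.05, brought all but 2 of these counts within 1.5 times of the paper's. It gave 1408, 689 and 719 in 21B, 1078 and 519 down-regulated in 432, and 716, 715, 314 and 401 in both lines. The up-regulated genes in 432 reached 559 at most and the genes in opposite directions 1, so that no alternative came within 1.5 times of the paper's 862 and 4.

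The deposited folds of replicate 1 alone, taken at 1.5 or more with no p and chosen after seeing the values, gave 1756 genes in 21B (942 down-regulated and 817 up-regulated), 1607 in 432 (742 and 866) and 967 in both lines (415 and 553), and dropped 0 of the 200 genes of Table 1. A gene can count in both directions through different probes. In the same setting 0 genes with a symbol and 4 probes without one had opposite folds. The paired fit of the authors' normalized values, also chosen after seeing the values, gave 1062 genes in 21B, 178 in 432 and 174 in both. In the authors' deposited table itself, 1901 probes in 21B and 1092 in 432 have a fold of at least 1.5 and a p under 0.0005, and 1498 and 253 have a false discovery rate under 0.0005.

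The paper gives *AKT* a fold change of -1.35 in 21B and -1.35 in 432. For *AKT1* the fold was 1.14 and 1.05 here, and 0 of 16 alternatives came within the error, here the standard deviation between replicates, of the paper's value in either line. These values are from the brightest probe, and no alternative takes another probe alone. A dimmer probe of *AKT1*, above background on all 8 arrays, changed by -0.62 on the log2 scale in 21B and -0.14 in 432. The remaining probe rose by 0.20 and 0.19. In the authors' deposited table 1 probe of *AKT1* has folds of 0.749 and 0.782 in the pairs of 21B, and 0.955 and 0.929 in those of 432. For *PI3K* the paper gives -1.5 and -1.7. *PIK3CA* was at -1.04 and -1.14, and 0 of 16 alternatives came within the error. In 21B its replicates were so alike that this error is 0.00 on the log2 scale and is no yardstick; limma's standard error is 0.13, and the difference from the paper's value is larger than that under every alternative. For *VEGFA* in 432 the paper gives -1.3 and the value here was 1.03. Leaving out vector replicate 2 or knockdown replicate 2 of 432 came within the error, and no other of 15 did. Without knockdown replicate 2 the remaining knockdown signal, 70.0, was below background, so the value of that setting is not a measured fold. For *PLCB1* in 21B the paper gives -1.6 and the value here was -1.68; an offset of 50 and leaving out vector replicate 1 of 21B came within this deviation, which is only 0.04 on the log2 scale, and no other of 16 did. The difference is smaller than limma's standard error of 0.18. *CASP1* has a fold of 4.6 in 21B and 5 in 432 in the paper, and 5.78 and 8.48 here. No background correction came within the error in both lines and an offset of 50 in 21B, and no other of 16 did. The values here are over both pairs of the brightest probe; in the authors' deposited table the folds of single pairs of its 2 detected probes run from 4.22 to 5.29 in 21B and from 5.02 to 7.04 in 432. The paper's array ratio of *ANGPT2* is 0.18, and the average of both lines was 0.313 here; median scaling, averaging the probes, and leaving out vector replicate 1 of 21B or knockdown replicate 2 of 432 came within the error, and no other of 15 did. The value here is from all 4 pairs of the brightest probe. In the authors' deposited table the mean fold of the replicate 1 pairs is 0.239 for this probe and 0.184 for another probe of the gene, so the values set side by side can differ in probe and pairs.

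Of the 20 array folds that the paper prints for the genes of the RT-PCR comparison, 12 equal the fold of 1 pair of a probe of that gene in the authors' deposited tables at the rounding of the paper. The mean of both pairs of the line equals 2 of them.

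Some directions and calls also differ. The paper gives *MAdCAM1* as down-regulated in both lines, and its probes were above background on no array here. It gives *VEGF*, *AKT* and *VCAM1* as down-regulated in both lines. In 21B *VEGFA* and *VCAM1* were below background in 1 group, and no fold is given. The log2 change in 432 was 0.04 for *VEGFA* and -0.06 for *VCAM1*. That of the brightest probe of *AKT1* was 0.19 in 21B and 0.07 in 432. Of its other probes, 1 fell by 0.62 and 0.14 and 1 rose by 0.20 and 0.19. The isoform *PIK3CB*, called as lower in both lines, goes the way the paper gives for *PI3K*. The paper gives *IL8* as down-regulated, and in 432 its change was 0.03. It was called as lower in 432 only without knockdown replicate 2 of 432, at -1.91, and as higher without knockdown replicate 1, at 1.99. In 21B its fall was called in the fit of each line alone, without either knockdown array of 432, and in the paired fit of the authors' values chosen after seeing the data (adjusted p = 1.14e-06). The paper reports a small p for *EDN1* in both lines and for *eNOS*. *EDN1* was not called in either line under any setting after adjustment; its unadjusted p here was 0.0585 in 21B and 0.0233 in 432, and in the authors' deposited table it is 0.0486 and 0.0285. For *NOS3* in 21B no setting made a call, and the authors' deposited p is 0.493. In 432, 5 of 16 alternatives and the paired fit of the authors' values (adjusted p = 0.00968) called it, and the authors' deposited p is 0.000152. The paper gives *ANGPT2* as down-regulated in HIMEC. In 432 it was called in 7 of 16 alternatives and in the paired fit of the authors' values (adjusted p = 0.0092). The paper gives *PLCB1* as down-regulated in both lines; in 432 it fell by 0.55 and was called only without knockdown replicate 1 of 432, at -0.80.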

Other observations

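Chosen only after the result was seen were the tests of the *NKX2-3* probe's detection, of the second *IL8* probe, of a weaker effect in the second knockdown culture of 432, and of Table 1 against the deposited folds.

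The arrays gave no measure of the knockdown itself. The array signal of *NKX2-3* changed little, and a candidate explanation is that the probe of NKX2-3 is not above background. Its detection p was 0.05 or more on 8 of 8 arrays, as this explanation needs. The level of *NKX2-3* in these cultures stays open on the arrays.

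The knockdown arrays of 432 differed more than the replicates of the other groups. Their log2 values correlated at 0.979, against 0.994 for the knockdown arrays of 21B and the vector arrays of 432 and 0.991 for the vector arrays of 21B. Between them 97 genes differed by over 1.5 on the log2 scale, against 0, 2 and 5 in those groups. Named after their values were seen, *UBD* was at -3.55, *GJA4* at -3.32 and *SULF1* at -3.23 in replicate 2 minus replicate 1, and *IL8* at 3.87, *STATH* at 3.17 and *PIM3* at 2.71. A weaker effect in the second culture may account for a part of this, as the slope of the changes of replicate 2 on those of replicate 1 was 0.88 in 432 and 1.01 in 21B, over the 108 genes past the threshold in 21B. It is argued against as the whole cause by 25 genes that lay beyond both vector arrays by over 1 on the second knockdown array and moved opposite to the first. The reverse held for 41 genes on the first array, and for 0 genes on each knockdown array of 21B. A difference between the cultures, such as their state or handling, stays open and was not tested; the labels name no batch.

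*IL8* rose in the second pair of 432 and fell in the first. Dim probes are argued against as the source, since 0 values of its probes on the arrays of 432 were below background. A failed probe is also argued against, since the probes of *IL8* had the same sign in 4 of 4 pairs. A swap of the vector and knockdown arrays of the second pair is unlikely, because 371 of 391 genes changed by over 1 on the log2 scale in the other 3 pairs (94.9%) went the same way in it. A difference of the second knockdown culture of 432 stays open and was not tested further.

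The folds of Table 1 match a mean over 1 pair of each line. For 198 of the 200 genes the printed fold equals the mean of the deposited folds of replicate 1 of both lines within 0.0051, for 7 the same mean of replicate 2, and for 15 the mean of all 4 pairs. This is consistent with an average that leaves out the second replicate, although the match was found on the same tables. Of these 198 genes, 168 have a printed p equal to the deposited p of 432 within a relative 0.006, and 0 to that of 21B. For *IL8* the paper prints p = 7.63e-06 in Table 1, which equals the deposited p of 21B of 1 probe, and its smallest deposited p in 432 is 0.62. One gene of Table 1, *YPEL2*, named after its values were seen, has a printed p of 0.0005 or more.

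Some of the largest rises are missing from Table 1. With genes below background in 1 group at their bound, 32 genes that passed the threshold and went the same way in all 4 pairs had a larger average fold than 15.53, the paper's highest, of which 3 are in Table 1 and 24 are on the list of interferon-stimulated genes. Of the 100 largest rises at the bound, 64 are in Table 1. These counts at the bound were made after the fitted folds had been seen. All 5 of the largest falls are in Table 1; with *ANKRD55*, *POSTN* and *C2CD4B* they include *KIAA0114* at -2.54 (limma's adjusted p = 1.16e-06) and *TNFRSF10D* at -2.27 (adjusted p = 0.000139). A filter that keeps probes above background on all 8 arrays might leave out genes silent with the vector. It is argued against as the whole cause, because 81.8% and not all of the 198 probes of Table 1 were above background on all 8 arrays. Of 52 probes outside Table 1 with deposited changes as large, 40.4% were. Among 35 probes with a larger fold than any of Table 1, 15 were above background on all 8. What else decided the choice stays open, and no biological explanation was tested.

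Chance as the source of the genes past the threshold in the average is argued against by splits of the arrays, but is not excluded. Among the 35 ways to split the 8 arrays into 4 and 4, 1, the real one, gave as many genes. With a term for the line it gave 374, a model other than the fit that gave 278. The split by line gave 16 and the largest of the others 0. In the other splits the knockdown change adds to the spread, which lowers their counts. With 35 splits the real one cannot be rarer than 1 in 35.

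Of the other lists, 11 targets of BMP and SMAD had a median log2 change of 1.24 in the average and were all above 0 (camera's adjusted p = 3.25e-08, fry's 0.00272), and 4 of them are in Table 1. The 29 proliferation genes tested had a median of -0.59, and 1 of them was above 0 (camera's adjusted p = 2.28e-08, fry's 0.0153). In 432 alone the call of these genes by camera (1.26e-05) was not kept by fry (0.117). The 23 targets of ATF4 had a median of -0.34 in the average (camera's adjusted p = 0.138, fry's 0.369). They were lower in 21B by camera (median -0.66, adjusted p = 0.003; fry's 0.103), a call that was lost without the 5 genes in Table 1 (camera's adjusted p = 0.133), while in 432 the median was -0.11, the mean 0.06 and the test pointed higher (adjusted p = 0.553; 0.0483 without the genes in Table 1, fry's 0.206). *ASS1*, which the paper's introduction names, had a log2 change of 0.64 in 21B (adjusted p = 0.129, over a range of 0.0117 to 0.365) and -0.08 in 432 (adjusted p = 0.887, over a range of 0.0809 to 1). In 21B it was called in 4 of 16 alternatives, with each line fitted alone, without knockdown replicate 1 or 2 of 432, and with the probes averaged (adjusted p = 0.0178), since its other kept probe rose by 2.32 there. Chosen after seeing the data, the paired fit of the authors' values also called it (adjusted p = 0.00149). In 432 its change ran from -0.51 without knockdown replicate 1 of 432 to 0.40 with the probes averaged and was never called. *IFI6*, named after its values were seen, has probes past the threshold in opposite directions in the average, the only such gene of the 3177 with several tested probes.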
